# The effect of proatherogenic pathogens on adipose tissue transcriptome and fatty acid distribution in apolipoprotein E-deficient mice

**DOI:** 10.1186/1471-2164-14-709

**Published:** 2013-10-17

**Authors:** Kati Hyvärinen, Anita M Tuomainen, Saara Laitinen, Georg Alfthan, Irma Salminen, Maija Leinonen, Pekka Saikku, Petri T Kovanen, Matti Jauhiainen, Pirkko J Pussinen

**Keywords:** *A. actinomycetemcomitans*, *C. pneumoniae*, Adipose tissue, apoE-deficient mice, Transcriptome, Fatty acid distribution

## Abstract

**Background:**

Chronic infections have been demonstrated to maintain low-grade systemic inflammation and associate with atherosclerosis. We studied the inflammation- and lipid homeostasis-related effects of *Aggregatibacter actinomycetemcomitans* (Aa) and *Chlamydia pneumoniae* (Cpn) infections on the epididymal and inguinal adipose tissue (AT) transcriptomes and fatty acid distribution in apolipoprotein (apo) E-deficient mice. Chow-fed apoE-deficient mice were exposed to 1) chronic intranasal infection with *C. pneumoniae* (Cpn group), 2) recurrent intravenous infection with *A. actinomycetemcomitans* (Aa group), 3) a combination of both types of infection (Cpn + Aa group), or 4) infection with the vehicle (control group). Epididymal and inguinal AT gene expression was analyzed using an Illumina Mouse WG-6 v2.0 platform and quantitative PCR (QPCR). Microarray data were analyzed using Gene Ontology enrichment analysis. AT fatty acid analysis was performed using gas–liquid chromatography.

**Results:**

The transcriptomics data revealed significant enrichment in inflammation-associated biological pathways in both AT depots derived from the Aa and Cpn + Aa treated mice compared with the control group. The proportion of saturated fatty acids was higher in the inguinal AT in Aa (p = 0.027) and Cpn + Aa (p = 0.009) groups and in the epididymal AT in Aa group (p = 0.003). The proportion of polyunsaturated fatty acids was significantly lower among all Aa-infected groups in both depots. Chronic Cpn infection displayed only minor effects on transcriptomics and fatty acids of the AT depots.

**Conclusions:**

Systemic infection with *A. actinomycetemcomitans* activates inflammation-related biological pathways and modulates cellular lipid homeostasis. The adverse changes in adipose tissues during chronic infection may promote atherosclerosis.

## Background

Atherosclerosis is an inflammatory disease with complex multifactorial pathophysiology. In addition to the chronic inflammation in the vessel wall causing vascular endothelial dysfunction, the progression of the disease may be enhanced by persistent systemic infection, low-grade inflammation, and metabolic disturbances of major organs such as liver and adipose tissue (AT).

AT is a multi-functional metabolic organ composed of a heterogeneous cell population. By storing and releasing fatty acids and secreting several important adipokines, AT plays a significant role in both energy metabolism and homeostatic regulation of the endocrine system. The AT dysfunction, followed by the spill-over of free fatty acids (FFAs) into the circulation via enhanced lipolysis and dysregulated expression of adipokines, modifies immune responses and contributes to metabolic disorders such as metabolic syndrome and type 2 diabetes [1,2].

AT depots are dispersed throughout the body and are closely associated with several organs [3]. Recent studies have reported many site-specific physiological characteristics in AT depots, *i.e.* differences in cell populations, microvasculature, innervation, and regional variation in metabolic functions including adipokine profiles, lipase activities, uptake of fatty acids, and the insulin response [4]. These differences have a major impact on the proinflammatory potential of the various AT depots.

In humans, visceral AT has been shown to generate angiotensin, interleukin (IL) -6, and plasminogen activator inhibitor (PAI)-1 at higher levels and leptin and adiponectin at lower levels than subcutaneous AT [5]. Differences in hormone-sensitive lipase activity and maximum lipolytic capacity between omental and subcutaneous AT depots have been reported; however, these phenomena seem to be strongly correlated to the adipocyte size and their capacity to expand [6]. In obese humans, perivisceral AT has been reported to contain more saturated fatty acids (SFAs) and monounsaturated fatty acids (MUFAs) than subcutaneous AT [7]. In mice, high-fat feeding results in a continuous increase in adipocyte size both in subcutaneous and visceral fat. Interestingly, large adipocytes contain relatively more stearic acid and oleic acid, and these cells produce more tumour necrosis factor (TNF)-α, leptin, angiotensinogen, adipsin, and PAI-1 compared with small adipocytes [8].

Although AT has considerable pro-inflammatory and pro-atherogenic potential, and contributes to systemic innate immune responses, the impact of chronic systemic infections on AT is rarely investigated. Many pathogens related to common chronic infections, such as gastritis, periodontitis, and pulmonary infections, are lipopolysaccharide (LPS) containing Gram-negative species. Although LPS promotes inflammation mainly through its effects on the monocyte/macrophage function, an *in vitro* study has demonstrated that subcutaneous human adipocytes secrete large quantities of TNF-α when activated by LPS [9]. Szalowska et al. 2011 have shown that LPS activation of human omental fat results in up-regulated expression of inflammation- and angiogenesis-related genes [10].

The periodontal pathogen *Aggregatibacter actinomycetemcomitans* and the persistent pulmonary infection agent *Chlamydia pneumoniae* are Gram-negative pathogens and associated with an increased risk for cardiovascular diseases [11-13]. Both pathogens have been found in human atherosclerotic lesions [11,14], accelerate atherosclerosis in mouse model [15,16], and are highly common among general population [17,18]. We have recently shown in apolipoprotein E (apoE)-deficient mouse model that systemic *A. actinomycetemcomitans* and *C. pneumoniae* infections may induce broad range pro-atherogenic effects including alterations in macrophage cholesterol homeostasis, endothelial function [19], and, moreover, in the liver morphology, fatty acid composition, and inflammation marker profile [20].

In the present study, we investigated the effects of systemic recurrent *A. actinomycetemcomitans* and chronic *C. pneumoniae* infections on epididymal and inguinal AT depots in apoE-deficient mice. In addition, combined infection model was used to study the impact of pathogen burden on these depots. ApoE-deficient mice display a proatherogenic plasma lipoprotein profile and they develop atherosclerotic lesions on a chow diet. In addition, due to decreased levels of LPS-neutralizing high-density lipoproteins, apoE-deficient mice show increased susceptibility to LPS-mediated inflammation compared to wild-type mice [21]. In order to include both visceral and subcutaneous AT and to identify their putative depot-specific pro-inflammatory and pro-atherogenic potential, we utilized both epididymal and inguinal AT depots. We focused on molecules associated with inflammation and lipid homeostasis, which were investigated on the level of gene expression and cellular fat composition.

## Methods

### Mice

Male apolipoprotein (apo) E-deficient mice (B6.129P2- Apoe^tm1Unc^/Crl) were purchased from Charles River Laboratories. The mice were fed regular mouse chow *ab libitum* and maintained in a germ-free environment at the National Public Health Institute Animal Facilities (Helsinki, Finland). Animal care and experimentation were conducted under Animal Care and Use Committee of National Public Health Institute ethical authorization and were in accordance with the guidelines of the Council of Europe.

### Bacterial cultures, infection procedure, and serum analyses

The bacteria cultures and experimental design have been previously reported [20]. Briefly, the clinical *A. actinomycetemcomitans* strain AT445b (serotype b) was cultivated in a tryptic soy-serum-bacitracin-vancomycin medium at 37°C with 5% CO_2_ for 48 h. The *C. pneumoniae* isolate, Kajaani 7, a Finnish epidemic strain, was isolated and cultured as previously described [22].

The infection procedure is presented in Table 1. The experimental design included chronic *C. pneumoniae* infection model, which was achieved by three consecutive inoculations, recurrent *A. actinomycetemcomitans* infection model mimicking repeated systemic exposure to the pathogen, and a combination of these two infection models to imitate the effects of infection burden. Chronic *C. pneumoniae* infection was induced in younger mice e in order to see the potential effect of persistence. Viable *C. pneumoniae* (Cpn) was administered intranasally as 2 × 10^6^ inclusion forming units in 40 μl of sucrose-phosphate-glutamic acid buffer (SPG), and viable *A. actinomycetemcomitans* (Aa) was administered intravenously (via the tail vein) as 1 × 10^7^ colony forming units in 50 μl of 0.9% NaCl. The 10-week experiment included four groups: 1) recurrent Aa infection group (Aa group, n = 10) with ten Aa inoculations; 2) the chronic Cpn infection group (Cpn group, n = 10) with three Cpn inoculations; 3) the combined chronic Cpn and recurrent Aa infection group (Cpn + Aa group, n = 10) with three Cpn inoculations and ten Aa inoculations; and 4) the control group (n = 9) with three SPG inoculations and ten 0.9% NaCl inoculations.

**Table 1:** Experimental design of the study

**Study group**	**Age (weeks)**															
	**9**	**10**	**11**	**12**	**13**	**14**	**15**	**16**	**17**	**18**	**19**	**20**	**21**	**22**	**23**	**24**
**Cpn group**	▪		▪		▪											†
**Aa group**						●	●	●	●	●	●	●	●	●	●	†
**Cpn + Aa group**	▪		▪		▪	●	●	●	●	●	●	●	●	●	●	†
**Control**	□		□		□	○	○	○	○	○	○	○	○	○	○	†

The black squares represent Cpn inoculations and the black circles Aa inoculations. The controls received the respective vehicle (white squares and circles). †, sacrifice; Aa, *A. actinomycetemcomitans*; Cpn, *C. pneumoniae.*

The serum levels of nonesterified fatty acids (Waco Chemicals GmbH), the LPS activity (HyCult biotechnology b.v.), and the serum levels of TNFα (Pierce Biotechnology, Inc.) were measured as described in our previous publications [19,20].

### Preparation of adipose tissues

Inguinal and epididymal AT depots were carefully dissected from sacrificed animals. The tissue specimens were stabilized with RNA*later*™ (Sigma) or snap-frozen in liquid nitrogen. All the samples were stored at -70°C.

### Isolation and quality evaluation of RNA

Epididymal and inguinal AT homogenization was performed with a Mixer Mill MM 301 (Retsch GmbH) and total RNA was extracted using the RNeasy Lipid Tissue Mini Kit (Qiagen). DNase treatment was performed on a column using the RNase-Free DNase Set (Qiagen) and again after RNA extraction using the DNA-free™ Kit (Ambion). The RNA concentration was determined using a NanoDrop 1000 spectrophotometer (Thermo Scientific). The quality of total RNA was assessed by an Agilent 2100 Bioanalyzer using the Eukaryote Total RNA Nano Kit (Agilent Technologies).

### Adipose tissue RNA microarray processing

Inguinal and epididymal AT gene expression was analyzed using the Illumina Mouse WG-6 v2.0 platform. Three biological replicates were used and the high quality total RNA (RNA integrity number ≥ 8.5) was amplified using the Illumina TotalPrep RNA Amplification Kit according to the manufacturer’s instructions. Briefly, the total RNA was reverse-transcribed using T7 Oligo(dT) primers following the second strand cDNA synthesis. After purification, the cDNA was *in vitro* transcripted into cRNA using biotin-labeled nucleoside triphosphates. The quality of biotinylated cRNA was assessed by an Agilent 2100 Bioanalyzer and 1.5 μg of cRNA from each sample was hybridized at 58°C overnight using the Illumina Whole-Genome Gene Expression Direct Hybridization Assay system with the six-sample BeadChip platform. The signal was developed using streptavidin-Cy3 and the BeadChips were scanned with an Illumina BeadArray Reader.

### Microarray data analyses

The microarray data has been deposited in MIAME-compliant format in Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/), accession number GSE50647. Gene ontology (GO) enrichment analysis for microarray data was performed using the Fisher's exact test, where the observed frequency of each present GO term was compared with the frequency in a reference gene set (control mice). P-values were corrected for multiple hypotheses using the Benjamini-Hochberg false discovery rate [23]. The analyses were performed using the R Base Package version 2.15.0. The maximum of 20 most enriched GO terms were reported for both epididymal and inguinal AT and ranked according to the p-value. To limit the data and focus on the biologically meaningful pathways and molecular functions, GO terms referring to cellular components were excluded. The fold-change (FC) limitation for the presented up- and down-regulated genes was 2.0 except when observing *de novo* lipogenesis-associated genes where all results are present.

### Quantitative real-time PCR

Epididymal and inguinal AT cDNA was synthesized from total RNA using the ImProm-II™ Reverse Transcription system (Promega). The amount of total RNA in each reverse transcription (RT) reaction was 240 ng for the inguinal AT and 500 ng for the epididymal AT. The number of mice in each group was 10, except for the control group where 9 mice were used. Primers (Thermo Scientific) were designed using Beacon Designer (Premier Biosoft International) and National Center for Biotechnology Information Primer-BLAST (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) for CD68, glyceraldehyde-3-phosphate dehydrogenase (Gapdh), monocyte chemoattractant protein 1 (Mcp-1), macrophage migration inhibitory factor (Mif), mannose receptor C type 1 (Mrc-1), myeloperoxidase (Mpo), and secretory leukocyte peptidase inhibitor (Slpi). Primer sequences are presented in Additional file 1: Table S1. Quantitative real-time PCR (QPCR) was performed using the Mx3005 Real-Time QPCR System (Stratagene). The analyses were conducted in 12.5 μl reaction mixtures, each containing 2 μl of 1:50 dilution of cDNA synthesized in RT reaction, 6.25 μl of Brilliant SYBR® Green QPCR Master Mix (Stratagene), 30 nM of ROX reference dye (Stratagene), and optimized concentrations of primers (100 nM, except 200 nM for Gapdh). The amplifications were performed using the following thermocycling program: initial denaturation at 95°C for 15 min, 40 cycles of 15 s at 95°C and 1 min at 60°C followed by melting curve analysis for 1 min at 95°C, gradual decrease to 55°C, 30 s at 55°C, gradual increase to 95°C, and 30 s at 95°C. All samples were analyzed as duplicates and the accepted intra-assay coefficient of variation for threshold cycle was ≤ 2.1%. The results were analyzed using Mx3005 Real-Time QPCR System (Stratagene) software and expressed as a log_2_ fold change (log_2_FC) to the respective control mice (level set to zero in the analysis). Gapdh was used as a normalization gene and the software utilizes modified comparative quantitation method introduced by Pfaffl (2001) [24].

### Adipose tissue fatty acid analysis

Total lipids were extracted from 30–80 mg of epididymal and inguinal adipose tissue with hexane-isopropanol (3:2) [25] and trans-methylated by heating with acidic methanol (5% H_2_SO_4_) [26]. The resulting fatty acid methyl ester compositions were analyzed by gas–liquid partition chromatography using a Hewlett Packard 6890 Gas Chromatograph (ChemStation B.01.03 software) with a DB-225 GC column (30 m, diameter 0.32 mm, phase layer 0.25 μm; Agilent Technologies). The samples were split injected with hydrogen as a carrier gas and the temperature program was from 160°C to 230°C. The relative amounts of the methylated fatty acids were expressed as percentages of weight normalized to 100%.

### Statistical analyses

The AT fatty acid data were expressed as mean percentages of weight with standard deviations (SDs). The gene expression data were expressed as log_2_ fold change (log_2_FC) medians with interquartile ranges (IQRs). The significance of the differences between the experimental and control mouse groups was assessed using the non-parametric Mann–Whitney *U* test. Bivariate correlations were determined using the Spearman test. Analyses were performed using PASW Statistics 18 (Statistical Package for the Social Sciences).

## Results

### Infection-enriched biological pathways in the inguinal AT

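The inguinal AT transcriptome was read on Illumina Mouse WG-6 v2.0 BeadChips, glass slides that take 6 samples side by side and report one brightness value per probe. At 24 weeks of age there were 3 arrays each of the Aa, Cpn, Cpn + Aa and control groups, and the same series holds 3 arrays each of chronic Cpn, acute Cpn and control mice at 14 weeks, which by their labels are further groups. The authors' deposited values are on a log2 scale and were already quantile normalized over all 42 arrays of both depots, with a median of 6.87 on each array and values from 6.31 to 15.24. Background had not been subtracted as far as the values show, which compresses the fold changes of dim probes. Each of the 45281 probes was tested with limma on the 21 inguinal arrays, in which the 7 groups share an estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The deposited values list probes by number and do not pair them with genes, so changes are given here as numbers of probes and not by gene name or GO term. Every group lay on a single BeadChip together with 1 other group. The Aa and Cpn groups shared BeadChip 1, and the Cpn + Aa and control groups shared BeadChip 2, so that among the infected groups at 24 weeks the Cpn + Aa group was the one compared with controls of its own BeadChip. The number of arrays, 3 per group, limits the precision.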

Infection-enriched biological pathways (*i.e*., GO terms) and the associated up- and down-regulated genes in the inguinal AT transcriptome are presented in Tables 2, 3 and 4. Compared with the control mice, the expression of “Protein binding” pathway (GO:0005515) was increased (p <0.001) most significantly in Aa group (Table 2). In addition, the inflammation-related “Antigen binding” (GO:0003823, p = 0.009), “Antibacterial humoral response” (GO:0019731, p = 0.009), and “Antimicrobial humoral response” (GO:0019730, p = 0.009) pathways were significantly enriched (Table 2).

**Table 2:** ***A. actinomycetemcomitans *** **infection-enriched GO terms in the inguinal AT transcriptome**

**GO category**	**Enriched GO term**	**GO term p-value**^**a**^	**GO term-associated gene products**	
			**Up-regulated**^**b**^	**Down-regulated**^**b**^
GO:0005515	Protein binding	<0.001	Spon2, S100a8, Ltf, Des, Retnlg, D6Mit97, LOC100047788, Igl, Igh-V11, Ighg3, Igkv12-46, Igkv5-48, Igkv13-84, Igkv19-93, Igkv15-103	Zbtb7a, Rhob, Aldh1a1, Ywhag, Ccdc6, Ptplb, Antxr1, Timp4, Rps3a, Ddr2, Cidea, Nr1d2, G0s2, Lep, Acta1
GO:0019731	Antibacterial humoral response	0.009	LOC100047788	-
GO:0019730	Antimicrobial humoral response	0.009	LOC100047788	-
GO:0003823	Antigen binding	0.009	Igkv5-48, LOC100047788	-

^a^P-values are corrected for multiple hypotheses using Benjamini-Hochberg false discovery rate.

^b^Fold change limit 2.0.

Number of biological replicates is 3.

GO, gene ontology. The maximum of 20 GO categories is shown.

**Table 3:** ***C. pneumoniae *** **infection-enriched GO terms in the inguinal AT transcriptome**

**GO category**	**Enriched GO term**	**GO term p-value**^**a**^	**GO term-associated gene products**	
			**Up-regulated**^**b**^	**Down-regulated**^**b**^
GO:0035634	Response to stilbenoid	<0.001	Ifit3, Usp18	-
GO:0019785	ISG15-specific protease activity	<0.001	Usp18	-
GO:0032020	ISG15-protein conjugation	<0.001	Usp18	-
GO:0001823	Mesonephros development	0.001	Osr2, Gpc3	-
GO:0033687	Osteoblast proliferation	0.002	Osr2, Eif2ak2	-
GO:0035116	Embryonic hindlimb morphogenesis	0.003	Osr2, Gpc3	-
GO:2000543	Positive regulation of gastrulation	0.008	Osr2	-
GO:0061029	Eyelid development in camera-type eye	0.008	Osr2	-
GO:0060272	Embryonic skeletal joint morphogenesis	0.008	Osr2	-
GO:0048793	Pronephros development	0.008	Osr2	-
GO:0030282	Bone mineralization	0.013	Osr2, Gpc3	-
GO:0001656	Metanephros development	0.013	Osr2, Gpc3	-
GO:0042474	Middle ear morphogenesis	0.020	Osr2	-
GO:0004221	Ubiquitin thiolesterase activity	0.020	Usp18	-
GO:0035115	Embryonic forelimb morphogenesis	0.030	Osr2	-
GO:0030501	Positive regulation of bone mineralization	0.030	Osr2	-
GO:0048523	Negative regulation of cellular process	0.036	Slfn1, Gpc3, Ppap2b, Eif2ak2, Osr2	Acaa2, Ddit4
GO:0030163	Protein catabolic process	0.042	Usp18, Gpc3	-
GO:0050678	Regulation of epithelial cell proliferation	0.042	Osr2, Gpc3	-
GO:0043401	Steroid hormone mediated signaling pathway	0.042	-	Nr1d2

^a^P-values are corrected for multiple hypotheses using Benjamini-Hochberg false discovery rate.

^b^Fold change limit 2.0.

Number of biological replicates is 3.

GO, gene ontology. The maximum of 20 GO categories is shown.

**Table 4:** **Combined chronic *C. pneumoniae *** **and recurrent *A. actinomycetemcomitans *** **infections-enriched GO terms in the inguinal AT transcriptome**

**GO category**	**Enriched GO term**	**GO term p-value**^**a**^	**GO term-associated gene products**	
			**Up-regulated**^**b**^	**Down-regulated**^**b**^
GO:0005515	Protein binding	<0.001	Igk-V5, Igkv5-48, Igkv4-80, Igkv8-30, IgkV33, Igkv12-89, Igkv15-103, Igkv2-112, D6Mit97, S100a8, Ltf, LOC637260, LOC626347, Igl, Ighv1-62, Ighv6-3, LOC630305, Ighg3, Igh-4,Ighg, LOC100047788, Gm16971, Ngp, Chi3l3	Aldh1a1, Adh7, Ddx17, Acta1, Bmp3, Igfbp6, Tnnc2, Lep, Dpt
GO:0003823	Antigen binding	<0.001	LOC100047788, Igkv5-48, Igkv2-112	-
GO:0019731	Antibacterial humoral response	0.002	LOC100047788	-
GO:0019730	Antimicrobial humoral response	0.002	LOC100047788	-
GO:0051952	Regulation of amine transport	0.002	-	Lep, Sncg
GO:0042572	Retinol metabolic process	0.011	-	Aldh1a1, Adh7
GO:0030534	Adult behavior	0.011	-	Lep, Sncg
GO:0014059	Regulation of dopamine secretion	0.011	-	Sncg
GO:0014046	Dopamine secretion	0.011	-	Sncg
GO:0006836	Neurotransmitter transport	0.011	-	Slc6a13, Sncg
GO:0042573	Retinoic acid metabolic process	0.013	-	Aldh1a1, Adh7
GO:0002455	Humoral immune response mediated by circulating immunoglobulin	0.016	LOC100047788	-
GO:0046928	Regulation of neurotransmitter secretion	0.020	-	Sncg
GO:0008344	Adult locomotory behavior	0.042	-	Sncg
GO:0032526	Response to retinoic acid	0.044	-	Aldh1a1, Lep
GO:2000366	Positive regulation of STAT protein import into nucleus	0.046	-	Lep
GO:0071298	Cellular response to L-ascorbic acid	0.046	-	Lep
GO:0060587	Regulation of lipoprotein lipid oxidation	0.046	-	Lep
GO:0051956	Negative regulation of amino acid transport	0.046	-	Lep
GO:0034439	Lipoprotein lipid oxidation	0.046	-	Lep

^a^P-values are corrected for multiple hypotheses using Benjamini-Hochberg false discovery rate.

^b^Fold change limit 2.0.

Number of biological replicates is 3.

GO, gene ontology. The maximum of 20 GO categories is shown.

Compared with the control mice, most of the enriched GO terms in the inguinal AT transcriptome of Cpn group were pathways associated with development- and morphogenesis (Table 3). The most affected pathway was “Negative regulation of cellular process” pathway (GO:0048523, p = 0.036).

The most significantly enriched pathway in the inguinal AT transcriptome of Cpn + Aa group was “Protein binding” (GO:0005515, p <0.001) followed by inflammation-related “Antigen binding” (GO:0003823, p <0.001), “Antibacterial humoral response” (GO:0019731, p = 0.002), and “Antimicrobial humoral response” (GO:0019730, p = 0.002) pathways (Table 4). Lipid homeostasis-related “Regulation of lipoprotein lipid oxidation” (GO:0060587, p = 0.046) and “Lipoprotein lipid oxidation” (GO:0034439, p = 0.046) pathways were also enriched.

### Infection-enriched biological pathways in the epididymal AT

Table 5 presents the Aa infection-enriched biological pathways in the epididymal AT transcriptome. 

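The epididymal AT was measured in the same way, with 21 arrays in 7 groups of 3, and was fitted apart from the inguinal arrays. The BeadChips were filled differently in this depot. The 24-week Aa group lay on BeadChip 4 beside an inguinal group, the Cpn and Cpn + Aa groups shared BeadChip 5, and the 24-week control group lay on BeadChip 6 beside the chronic Cpn group of 14 weeks. No infected epididymal group of 24 weeks therefore had controls on its own BeadChip, and a difference from the controls cannot be told apart from a difference between BeadChips. The Cpn + Aa and Cpn groups can be compared within a BeadChip. They differ in the Aa inoculations, given into the tail vein, and the paper lists no vehicle injections for the Cpn group. They also differ in position on the BeadChip. Arrays of any one group correlated at 0.959 or more over all probes in both depots.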

Compared with the control mice, in the epididymal AT, infection enriched the following humoral antibody response and inflammation-associated pathways: “Antigen binding” (GO:0003823, p < 0.001), “Antibacterial humoral response” (GO:0019731, p = 0.002), “Antimicrobial humo-ral response” (GO:0019730, p = 0.002), “Immunoglobulin mediated immune response” (GO:0016064, p = 0.004), “Humoral immune response mediated by circulating immunoglobulin” (GO:0002455, p = 0.013), and “Inflammatory response” (GO:0006954, p = 0.049). The lipid homeostasis-related “Monocarboxylic acid metabolic process” (GO:0032787, p = 0.006), “Fatty acid biosynthetic process” (GO:0006633, p = 0.006), “Regulation of lipid metabolic process” (GO:0019216, p = 0.012), “Negative regulation of lipid metabolic process” (GO:0045833, p = 0.015), “Triglyceride metabolic process” (GO:0006641, p = 0.027), and “Regulation of lipid biosynthetic process” (GO:0046890, p = 0.032) were also enriched.

**Table 5:** ***A. actinomycetemcomitans *** **infection-enriched GO terms in the epididymal AT transcriptome**

**GO category**	**Enriched GO term**	**Go term p-value**^**a**^	**GO term-associated gene products**	
			**Up-regulated**^**b**^	**Down-regulated**^**b**^
GO:0003823	Antigen binding	<0.001	Igk-C, LOC100047788	-
GO:0019731	Antibacterial humoral response	0.002	LOC100047788	-
GO:0019730	Antimicrobial humoral response	0.002	LOC100047788	-
GO:0016064	Immunoglobulin mediated immune response	0.004	LOC100047788	Bcl6
GO:0032787	Monocarboxylic acid metabolic process	0.006	Pcx, Insig1, Elovl6, Scd2	-
GO:0006633	Fatty acid biosynthetic process	0.006	Insig1, Elovl6, Scd2	-
GO:0019216	Regulation of lipid metabolic process	0.012	Cidea, Insig1, Thrsp	-
GO:0002455	Humoral immune response mediated by circulating immunoglobulin	0.013	LOC100047788	-
GO:0045833	Negative regulation of lipid metabolic process	0.015	Cidea, Insig1	-
GO:0005515	Protein binding	0.022	Slc15a2, Cidea, Thrsp, Elovl6, Lrtm1, Igk-V5, LOC384413, LOC637227, Insig1, LOC100047162, LOC669053, Igk-C, LOC100047628, LOC100047788, Ighg, Ighg3, LOC676136	Bcl6, Itga11
GO:0006641	Triglyceride metabolic process	0.027	Thrsp, Insig1	-
GO:0046890	Regulation of lipid biosynthetic process	0.032	Thrsp, Insig1	-
GO:0009611	Response to wounding	0.034	Fabp4, Klf6	Chst4, Bcl6
GO:0001816	Cytokine production	0.045	Fabp4, Cidea	Bcl6
GO:0001818	Negative regulation of cytokine production	0.046	Cidea	Bcl6
GO:0051973	Positive regulation of telomerase activity	0.048	9130213B05Rik	-
GO:0042938	Dipeptide transport	0.048	Slc15a2	-
GO:0006954	Inflammatory response	0.049	Fabp4	Chst4, Bcl6

^a^P-values are corrected for multiple hypotheses using Benjamini-Hochberg false discovery rate.

^b^Fold change limit 2.0.

Number of biological replicates is 3.

GO, gene ontology. The maximum of 20 GO categories is shown.

Table 6 presents the Cpn infection-enriched pathways in the epididymal AT transcriptome. The enriched pathways included “Very long-chain fatty acid metabolic process” (GO:0000038, p = 0.003), “Long-chain fatty acid metabolic process” (GO:0001676, p = 0.003), “Long-chain fatty acid-CoA ligase activity” (GO:0004467, p <0.001), and “Very long-chain fatty acid-CoA ligase activity” (GO:0031957, p <0.001) pathways. The most affected pathway was “Defense response” (GO:0006952, p = 0.003).

**Table 6:** ***C. pneumoniae *** **infection-enriched GO terms in the epididymal AT transcriptome**

**GO category**	**Enriched GO term**	**Go term p-value**^**a**^	**GO term-associated gene products**	
			**Up-regulated**^**b**^	**Down-regulated**^**b**^
GO:0009206	Purine ribonucleoside triphosphate biosynthetic process	<0.001	Nme7, Atp1b1, Ldhc,1600029I14Rik	-
GO:0006754	ATP biosynthetic process	<0.001	Nme7, Atp1b1, Ldhc	-
GO:0005391	Sodium:potassium-exchanging ATPase activity	<0.001	Nme7, Atp1b1	-
GO:0031957	Very long-chain fatty acid-CoA ligase activity	<0.001	Acsbg1, Slc27a2	-
GO:0030317	Sperm motility	<0.001	Spag6, Tnp1, Ldhc, Smcp	-
GO:0004467	Long-chain fatty acid-CoA ligase activity	<0.001	Acsbg1, Slc27a2	-
GO:0006952	Defense response	0.003	Ccl8, Arg2, Defb22, Cx3cl1, Nt5e, Defb29, Defb36, Defb38, Cfi, Elf3	Ccl5, Orm1, Orm2, S100a8, Ccl11
GO:0001676	Long-chain fatty acid metabolic process	0.003	Acsbg1, Slc27a2	-
GO:0000038	Very long-chain fatty acid metabolic process	0.003	Acsbg1, Slc27a2	-
GO:0006323	DNA packaging	0.004	Sox9, Prm1	Hist1h4i, Hist2h2ac, Hist1h4k, Hist1h4j, Hist1h3d
GO:0016338	Calcium-independent cell-cell adhesion	0.005	Cldn2, Cldn11, Cx3cl1	
GO:0009991	Response to extracellular stimulus	0.007	Slc39a4, Mt3, Srd5a2, Sox9, Lrp2, Sfrp1, Arg2, Avpr1a	Tnfrsf11b, Ccl5, Acta1
GO:0034728	Nucleosome organization	0.008	Sox9, Tnp1	Hist1h3d, Hist2h2ac, Hist1h4i, Hist1h4k, Hist1h4j
GO:0071345	Cellular response to cytokine stimulus	0.008	Mt3, Cx3cl1, Krt18, Sox9, Krt8, Sfrp1, Arg2	Ccl5
GO:0042493	Response to drug	0.008	Slc15a2, Mt3, Srd5a2, Lrp2, Sfrp1, Arg2, Slc22a1	Tnfrsf11b, Ccl5, Cox8b
GO:0048245	Eosinophil chemotaxis	0.009	LOC100048554	Ccl5, Ccl11
GO:0022414	Reproductive process	0.009	Spag6, Sox9, 4931407G18Rik, Avpr1a, Arg2, Prm1, Tnp1, Odf2, Smcp, Acsbg1, Cldn11, Srd5a2, Mycbpap, Sfrp1	Ccl5
GO:0006333	Chromatin assembly or disassembly	0.009	Sox9, Tnp1	Hist1h3d, Hist2h2ac, Hist1h4i, Hist1h4k, Hist1h4j,
GO:0048609	Multicellular organismal reproductive process	0.010	4931407G18Rik, Avpr1a, Arg2, Prm1, Spag6, Smcp, Odf2, Sfrp1, Cldn11, Mycbpap, Sox9, Tnp1	-
GO:0032504	Multicellular organism reproduction	0.010	Sox9, 4931407G18Rik, Arg2, Prm1, Spag6, Avpr1a, Odf2, Sfrp1, Cldn11, Tnp1, Mycbpap, Smcp	-

^a^P-values are corrected for multiple hypotheses using Benjamini-Hochberg false discovery rate.

^b^Fold change limit 2.0.

Number of biological replicates is 3.

GO, gene ontology. The maximum of 20 GO categories is shown.

Table 7 presents the Cpn + Aa infections-enriched pathways in the epididymal AT transcriptome. The “Protein binding” pathway (GO:0005515, p <0.001) included the highest number of affected genes. Inflammation-related “Antigen binding” (GO:0003823, p < 0.001), “Antibacterial humoral response” (GO:0019731, p = 0.016), and “Antimicrobial humoral response” (GO:0019730, p = 0.016) pathways were enriched. There were no enrichments in lipid metabolism-related pathways.

**Table 7:** **Combined chronic *C. pneumoniae *** **and recurrent *A. actinomycetemcomitans *** **infections-enriched GO terms in the epididymal AT transcriptome**

**GO category**	**Enriched GO term**	**Go term p-value**^**a**^	**GO term-associated gene products**	
			**Up-regulated**^**b**^	**Down-regulated**^**b**^
GO:0045653	Negative regulation of megakaryocyte differentiation	<0.001	-	Hist1h4h, Hist1h4i, Hist1h4k, Hist1h4j
GO:0006334	Nucleosome assembly	<0.001	Sox9	Hist1h4j, Hist1h4i, Hist1h4k, Hist1h4h, Hist1h3d, Hist2h2ac
GO:0005515	Protein binding	<0.001	BC021891, Lrrc48, Gja1, Cldn2, Lrtm1, Pcp4l1, Cldn11, Ubd, Dynlrb2, Mt3, Clic6, Sh3gl2, Lrp2, Nme7, Slc40a1, Cxcl13, Fcgr4, Spag6, Ccl8, Sox9, Alox12, Sfrp1, Ighv1-62, Col6a5, C7, Ighg3, Ighg, LOC100047788, Igk-C, D6Mit97, Igk-V5, Igkv12-46, LOC384419, LOC637227, Igkv4-68	Itga11, Acta1, Bmp3, Sfrp5, Hist1h4i, Hist1h4h, Hist1h4k, Wdr92, Hist1h3d, Hist1h4j
GO:0003823	Antigen binding	<0.001	LOC100047788, Igk-C	-
GO:0016337	Cell-cell adhesion	0.004	Sox9, Cxcl13, Cldn11, 1110049B09Rik, Cldn2, Dsg2	Chst4
GO:0016338	Calcium-independent cell-cell adhesion	0.011	Cldn2, Cldn11	-
GO:2000117	Negative regulation of cysteine-type endopeptidase activity	0.016	Sfrp1, Mt3	-
GO:0019731	Antibacterial humoral response	0.016	LOC100047788	-
GO:0019730	Antimicrobial humoral response	0.016	LOC100047788	-
GO:0008219	Cell death	0.016	Mt3, Alox12, Sox9, Slc40a1, Sfrp1, Acsbg1, Mmd2, Ubd, Bex2, Dsg2, Gja1	Lyz1, Wdr92
GO:0071504	Cellular response to heparin	0.021	Sfrp1, Sox9	-
GO:0006352	Transcription initiation, DNA-dependent	0.021	-	Hist1h4h, Hist1h4i, Hist1h4k, Hist1h4j
GO:0019835	Cytolysis	0.024	Mmd2	Lyz1
GO:0008253	5′-nucleotidase activity	0.041	Nt5e, Acpp	-

^a^P-values are corrected for multiple hypotheses using Benjamini-Hochberg false discovery rate.

^b^Fold change limit 2.0.

Number of biological replicates is 3.

GO, gene ontology. The maximum of 20 GO categories is shown.

### Inflammation- and lipid homeostasis-related up- and down-regulated genes in the inguinal AT

In Aa group, most of the “Protein binding” pathway-associated up-regulated genes belonged to immunoglobulin variables (Table 2, Additional file 2: Table S2). The most up-regulated genes were S100 calcium binding protein A8 (*S100a8*, FC = 13.27), S100 calcium binding protein A9 (*S100a9*, FC = 9.45), and lactotransferrin (*Ltf*, FC = 6.62). Lipid homeostasis-associated leptin (*Lep*, FC = 0.46) was down-regulated (Additional file 2: Table S2).

In Cpn group, infection induced down-regulation of acetyl-Coenzyme A acyltransferase 2 (*Acaa2*, FC = 0.41), ELOVL family member 6, elongation of long chain fatty acids (*Elovl6*, FC = 0.44), and nuclear receptor subfamily 1, group D, member 2 (*Nr1d2*, FC = 0.44) (Additional file 3: Table S3).

In Cpn + Aa group, the majority of up-regulated genes were immunoglobulin variables (Additional file 4: Table S4). In addition, *S100a9* (FC = 11.29), *S100a8* (FC = 10.96), and *Ltf* (FC = 4.73) were up-regulated. *Lep* (FC = 0.46) and synuclein δ (Sncg, FC = 0.040) were down-regulated (Additional file 4: Table S4).

### Inflammation- and lipid homeostasis-related up- and down-regulated genes in the epididymal AT

In Aa group, the enriched “Monocarboxylic acid metabolic process” pathway (p = 0.006) included four up-regulated genes: pyruvate carboxylase (*Pcx*, FC = 2.82), *Elovl6* (FC = 3.21), stearoyl-coenzyme A desaturase 2 (*Scd2*, FC = 2.15), and insulin induced gene 1 (*Insig1*, FC = 2.01) (Additional file 5: Table S5). *Insig1*, cell death-inducing DNA fragmentation factor, alpha subunit-like effector A (*Cidea*, FC = 2.53) and thyroid hormone responsive (*Thrsp*, FC = 2.26) were associated with the “Regulation of lipid metabolic process” pathway (p = 0.012). In addition, fatty acid binding protein 4 (*Fabp4*, FC = 2.60) and immunoglobulin variables were up-regulated (Additional file 5: Table S5).

In Cpn group, the “Defense response” pathway (p = 0.003) included four defensin subtypes, 5′ nucleotidase, ecto (*Nt5e*, FC = 3.34), and chemokine (C-C motif) ligand 8 (*Ccl8*, FC = 2.81) (Additional file 6: Table S6). The up-regulated solute carrier family 27 (fatty acid transporter), member 2 (*Slc27a2*, FC = 3.09) was associated with the lipid homeostasis-related pathways.

In Cpn + Aa group, a large number of up-regulated genes were immunoglobulin variables and the most up-regulated was Ig gamma-2A chain C region secreted form-like (LOC100047788, FC = 37.73) (Additional file 7: Table S7). Lipid homeostasis -associated arachidonate 12-lipoxygenase (*Alox12*, FC = 3.91) was also up-regulated.

### The expression of *de novo* lipogenesis-associated genes

Figure 1 presents the expression of *de novo* lipogenesis -associated genes in the AT depot transcriptomes among the different infection models (the data are derived from the microarray experiment). In the epididymal transcriptome of Aa-infected mice, the up-regulated genes were *Pcx* (FC = 2.82), fatty acid synthase (*Fasn*, FC = 1.81), *Scd2* (FC = 2.15), and *Elovl6* (FC = 3.21) (Figure 1A). *Fasn* and *Elovl6* were down-regulated in the Cpn group in both AT depots (inguinal *Fasn* FC = -2.19, epididymal *Fasn* FC = -2.86; inguinal *Elovl6* FC = -2.26, epididymal *Elovl6* FC = -1.98) (Figure 1B). The combined infection model had little impact on *de novo* lipogenesis associated gene expression (Figure 1C).

**Figure 1:**
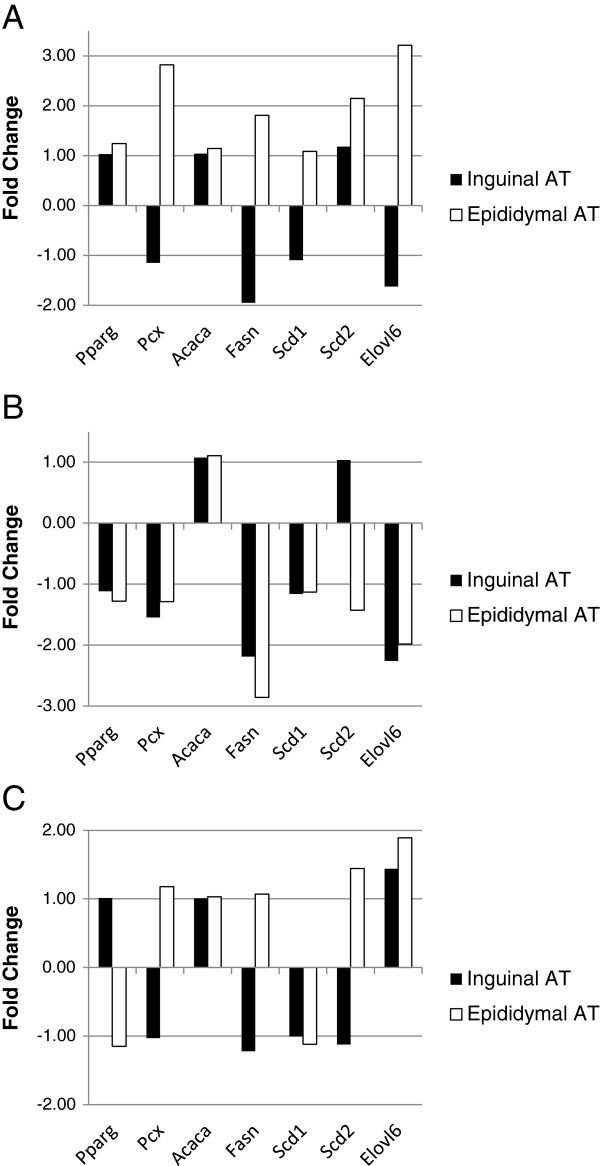
**The expression of *de novo *lipogenesis associated genes among different AT depots and infection models.** The gene expression fold changes were calculated from the microarray analysis data as described in the Methods section. Differences in gene expression in the inguinal and epididymal AT transcriptomes induced by **A)** recurrent *A. actinomycetemcomintas* infection, **B)** chronic *C. pneumoniae* infection and **C)** combined recurrent *A. actinomycetemcomintas* and *C. pneumoniae* infections. The changes were statistically non-significant after false discovery rate correction. *Acaca*, acetyl-Coenzyme A carboxylase alpha; *Elovl6*, ELOVL family member 6, elongation of long chain fatty acids (yeast); *Fasn*, fatty acid synthase; *Pcx*, pyruvate carboxylase; *Pparg*, peroxisome proliferator activated receptor γ; *Scd1*, stearoyl-Coenzyme A desaturase 1; *Scd2*, stearoyl-Coenzyme A desaturase 2.

### Alterations in QPCR-analyzed mRNA expression levels

The relative mRNA expression levels of neutrophil activation- (*Slpi* and *Mpo*) and macrophage phenotype- (macrophage type 2 marker *Mrc-1*) and activation- (*Mcp-1* and *Mif*) related genes in inguinal and epididymal AT are presented in Table 8. In the inguinal AT, the relative expression levels of genes encoding *Slpi* and *Mpo* were significantly higher in the Aa group (*Slpi*: p = 0.003; *Mpo*: p = 0.009) than in control mice (level set to zero in the analysis). Cpn infection did not have a significant effect on the selected gene expression levels.

**Table 8:** Relative changes in mRNA expression levels of selected genes in inguinal and epididymal AT

		**Aa group**	**Cpn group**	**Cpn + Aa group**
		**(n = 10)**	**(n = 10)**	**(n = 10)**
**Tissue**	**Gene**	**Median Log**_**2 **_**fold change (IQRs)**^**a**^		
		**p-value**^**b**^		
**Inguinal AT**	***Mcp-1***	-0.78 (1.96)	-0.31 (1.44)	-0.53 (1.76)
		0.671	0.348	0.020
	***Mrc-1***	-0.19 (1.05)	-0.17 (1.00)	0.02 (2.08)
		0.671	1.000	1.000
	***CD68***	0.44 (1.56)	0.25 (1.23)	0.03 (1.36)
		0.203	0.061	0.437
	***Mif***	0.57 (2.15)	0.40 (1.94)	-0.11 (1.67)
		0.203	0.348	1.000
	***Slpi***	4.73 (2.99)	-1.18 (3.55)	2.79 (6.50)
		0.003	0.061	0.437
	***Mpo***	4.30 (2.64)	-0.48 (3.75)	4.04 (7.01)
		0.009	0.115	0.348
**Epididymal AT**	***Mcp-1***	-0.73 (1.97)	-0.41 (1.88)	-1.03 (1.46)
		0.020	0.203	<0.001
	***Mrc-1***	-0.16 (0.88)	0.60 (0.53)	-0.17 (0.99)
		0.437	0.003	0.599
	***CD68***	-0.39 (0.90)	0.58 (0.76)	0.55 (1.86)
		0.120	0.034	0.600
	***Mif***	-0.88 (0.70)	-0.13 (1.06)	-0.86 (0.67)
		0.020	0.203	<0.001
	***Slpi***	-0.89 (2.11)	0.20 (2.20)	-0.24 (2.07)
		0.002	0.203	0.600

^a^Median Log_2_ fold change (IQRs) to the control mice. The control mice have been set into the value of 0.

^b^The Mann–Whitney *U* Test with the control mice as the reference group.

Aa group, recurrent *A. actinomycetemcomitans* infection; Cpn group, chronic *C. pneumoniae* infection; Cpn + Aa group, combined recurrent *A. actinomycetemcomitans* and chronic *C. pneumoniae* infections; IQR, interquartile range; *Mcp-1*, monocyte chemoattractant protein 1; *Mif*, macrophage migration inhibitory factor, *Mrc-1*, mannose receptor C type 1; Mpo, myeloperoxidase; *Slpi*, secretory leukocyte peptidase inhibitor.

In the epididymal AT, the relative mRNA expression levels of *Mcp-1*, *Mif*, and *Slpi* in the Aa group, *Mrc-1* and CD68 in Cpn group, and *Mif* in Aa + Cpn group were significantly altered but between -1 to 1 log_2_FC . The Cpn + Aa combination induced a reduction in the *Mcp-1* mRNA levels (p <0.001).

### Changes in AT fatty acid composition

The proportions of fatty acids in the epididymal and inguinal AT are presented in Figure 2. In the inguinal AT, Aa infection induced a significantly higher proportion of SFAs (Aa group: p = 0.027; Cpn + Aa group: p = 0.009; Figure 2A) and a lower proportion of PUFAs (Aa group: p = 0.006; Cpn + Aa group: p = 0.022; Figure 2C) compared to the control mice. The proportion of MUFAs was greater in the Cpn group (p = 0.018; Figure 2B).

**Figure 2:**
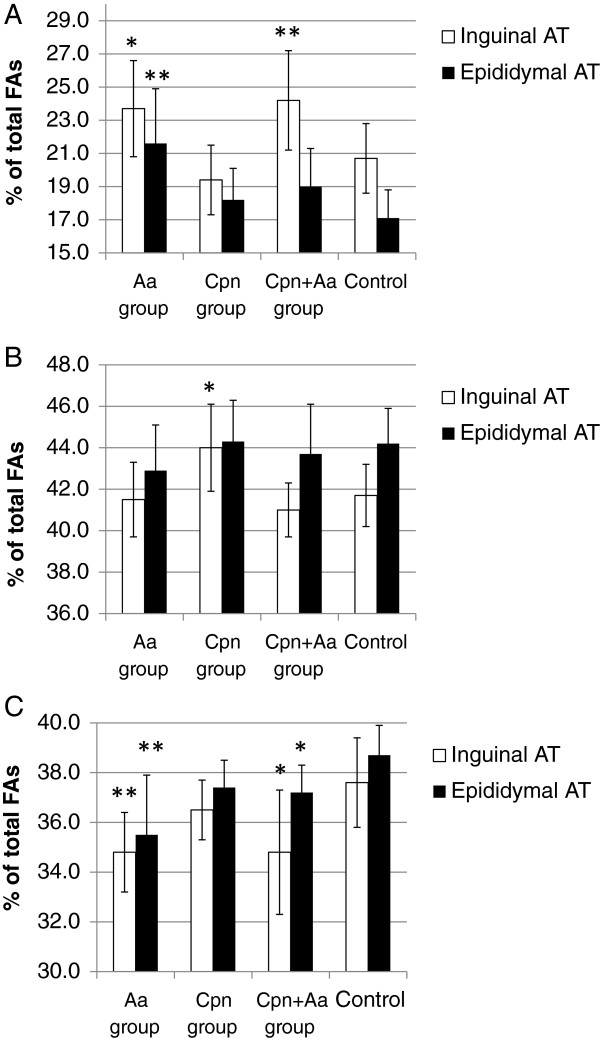
**Proportions of fatty acids in inguinal and epididymal AT.** The AT FAs were analyzed by gas liquid chromatography as described in the Methods section. The results are expressed as percentage of weight normalized to 100%. Proportions of **A)** SFAs, **B)** MUFAs, and **C)** PUFAs in inguinal and epididymal AT. The statistical significance of differences was determined with Mann–Whitney *U* Test using the respective control group as the reference group. *, p <0.05; ** p <0.01; AT, adipose tissue; FA, fatty acid; MUFA, monounsaturated fatty acid; PUFA, polyunsaturated fatty acid; SFA, saturated fatty acid.

In the epididymal AT, the proportions of SFAs were higher among all infected mice but the difference reached statistical significance only in the Aa group (p = 0.003; Figure 2A). The proportion of PUFAs was significantly lower in the Aa (p = 0.005) and Cpn + Aa groups (0.016) (Figure 2C). When the two AT depots were compared, the proportion of SFAs was lower in the epididymal AT than in the inguinal AT in the control group (17.1 ± 1.8 vs. 20.7 ± 2.1% of total FA, respectively; p = 0.002) and the Aa + Cpn group (19.0 ± 2.3 vs. 24.2 ± 3.0% of total FA, respectively; p = 0.001).

### Associations between serum and AT parameters

The associations between different serum and AT variables were determined by correlation analysis (data from all infection models and the controls combined) and presented as graphs in Figure 3. Serum LPS activity correlated positively with the serum FFA concentration (p < 0.001, Figure 3A) and with the proportion of SFA in the epididymal AT (p = 0.030, Figure 3B), and negatively with both inguinal (p = 0.045, Figure 3D) and epididymal (p = 0.013, Figure 3C) proportions of PUFA.

**Figure 3:**
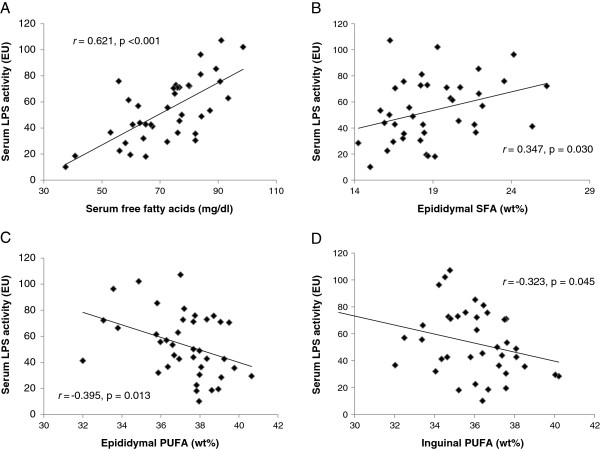
**Correlations between serum and AT parameters.** Bivariate correlations were determined using the Spearman test. **A)** Concentration of serum free fatty acids (mg/dl) and serum LPS activity (EU), **B)** serum LPS activity (EU) and epididymal SFAs (wt%), **C)** serum LPS activity (EU) and epididymal PUFAs (wt%), and **D)** serum LPS activity (EU) and inguinal PUFA s(wt%). EU, ELISA units; LPS, lipopolysaccharide; PUFA, polyunsaturated fatty acid; SFA, saturated fatty acid.

## Discussion

In the present study, we examined the inflammation- and lipid homeostasis-related effects of systemic *A. actinomycetemcomitans* and *C. pneumoniae* infections on AT derived from chow-fed apoE-deficient mice. These effects were examined on gene expression and fat composition level in both inguinal and epididymal AT depots. Recurrent Aa infection affected both AT depots significantly: inflammation-related biological pathways were enriched in inguinal AT and both inflammation- and lipid homeostasis-related pathways were enriched in epididymal AT. AT fat distribution was altered and SFAs were increased at the expense of PUFAs in both epididymal and inguinal AT among all *A. actinomycetemcomitans*-infected mice. The impact of chronic *C. pneumoniae* infection on AT depots was less prominent.

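The inguinal Aa and Cpn effects were estimated within BeadChips, taking them as additive. For Aa, 100 probes rose by at least 2-fold and 8 fell by at least 2-fold in this estimate without a test. For Cpn the estimate held 0 probes at least 2-fold higher and 1 at least 2-fold lower, and its smallest adjusted p in limma was 0.148. Of the 14 probes called for Aa in this way, 11 had also been called against the controls. Both estimates use the same Aa and control arrays, so an overlap is partly built in. Whether the Aa and Cpn effects differ in the epididymal AT at 24 weeks cannot be asked within BeadChips, because the Cpn mice and controls of that age shared none. The additive estimate was chosen after the data had been seen. On BeadChips 1 and 2 the arrays with Aa took the earlier positions. The Aa estimate therefore also holds position, which cancels in the Cpn estimate. Both estimates use Aa against Cpn on BeadChip 1, and the paper lists no vehicle injections into the tail vein for Cpn mice. They therefore do not fully part infection from the injections.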

The mouse models used in the present study were designed to display chronic infections. Our Aa model is characterized by endotoxemia and systemic inflammation. The observed increased humoral immune responses can be somewhat expected, because we have previously shown that the serum levels of LPS activity, TNFα, and IgG antibodies against *A. actinomycetemcomitans* after 10 intravenous injections of live bacteria are significantly higher in the Aa group compared with the control group [19,20]. The persistence of *C. pneumonia* after three inoculations was also shown as the pathogen was recovered from the lungs of the mice [20]. Since atherosclerosis is a multiorgan disease, our aim was to broaden the study from the lipid depots in heart and liver to adipose tissue, which plays an important role in sustaining systemic inflammation and proatherogenic lipid profile.

Experimental acute endotoxemia has been shown to induce general insulin resistance and local and adaptive inflammation in human subcutaneous AT [27]. In our study, Aa infection enriched inflammation-related pathways in the inguinal AT. QPCR analysis verified up-regulated expression of *Mpo* and *Slpi*, and the most up-regulated genes in the microarray analysis were *S100a8* and *Ltf*. These innate immunity-associated gene products are considered anti-inflammatory mediators and they exhibit various antimicrobial functions such as promotion of oxidative activity responses [28-30]. Human Slpi and Ltf have been shown to co-localize in secondary granules and they are co-released after neutrophil activation [31]. Interestingly, increased plasma Slpi levels were associated with progressive metabolic dysfunction in men [32]. Despite the up-regulation in neutrophil activation-related genes, we did not observe changes in the mRNA expression of genes associated with classically or alternatively activated macrophages. The response of Aa infection in the epididymal AT was quite distinct. 

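The change between Aa and control mice was compared between depots with an interaction term over all 42 arrays. In limma 567 probes had a different change in the 2 depots, 188 with the higher log2 change in inguinal AT and 379 with the higher one in epididymal AT, and 5789 had an unadjusted p under 0.05. Of 100 splits of the arrays within each depot, 7 called at least as many, so chance is not excluded for this number. A split that keeps the real groups of 1 depot still holds the difference of that depot, so this share cannot decide about chance. ILMN_1256817, the probe with the largest rise in inguinal AT, was at 12.21 ± 0.64 (SD, n = 3) in epididymal AT of Aa mice and at 12.95 ± 0.81 (SD, n = 3) in that of control mice (limma, adjusted p = 0.374). In both depots the Aa and control arrays lay on different BeadChips, and the interaction term holds both differences. By the sample names 1 of the control mice gave arrays of both depots, and with the mouse as a block, added after the data had been seen, 591 probes were called. Leaving out 1 of the 12 arrays at a time gave 187 to 1285 probes, the lowest without inguinal Aa replicate 3 and the highest without inguinal Aa replicate 2. The paper states that Aa infection affected both depots, from enriched pathways and with fatty acids altered as well. It calls the epididymal response distinct, from pathways and from QPCR, where Slpi rose in inguinal AT and fell somewhat in epididymal AT.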

As in inguinal AT, the humoral antibacterial response and immunoglobulin-related pathways were enriched. However, the myeloid cell-specific signs of enhanced oxidative stress were absent, expression of *Slpi* was somewhat down-regulated and, instead, several lipid homeostasis-related biological pathways were enriched.

On AT fatty acid level, we observed a potentially adverse increase in the proportion of SFAs among all Aa-infected mice. Mengting et al. 2010 reported that compared with lean mice, obese mice have a higher level of SFAs in their epididymal AT [33]. An interesting study by Suganami et al. 2007 demonstrated that SFAs released by hypertrophied adipocytes activate the NF-κB pathway in the macrophages with ensuing TNF-α release [34]. The subsequent lipolytic release of SFAs creates a positive feed-back loop between adipocytes and macrophages. Importantly, the macrophage-derived TNF-α also resulted in NF-κB-dependent release of proinflammatory cytokines from the adipocytes. Both LPS and SFA have been shown to generate endoplasmic reticulum stress in primary human adipocytes [35]. Elevated levels of SFAs in both epididymal and inguinal AT depots in the Aa and Cpn + Aa groups suggested an increased proinflammatory potential of these AT depots. In addition, because PUFAs have been reported to inhibit the TLR dimerization induced by SFAs [36], the significantly decreased proportion of PUFAs among all *A. actinomycetemcomitans*-infected mice may intensify the effects of increased SFAs. The proportion of PUFAs also showed a significant inverse association with LPS serum activity. This result may be due to LPS-triggered enhanced oxidative stress in the AT, followed by the peroxidation of PUFAs. In addition to intracellular effects, LPS has been shown to elevate the levels of circulating FFAs in rodents *in vivo*[37]. This association was also found in our study as there was a strong positive correlation between serum LPS activity and the FFA level.

Lipid homeostasis-related biological pathways were enriched and four important *de novo* lipogenesis-related genes were moderately up-regulated in the epididymal AT in Aa group. The observed up-regulation of *Pcx* and *Fasn* could partially explain the increase in the SFA proportion. However, up-regulation of *de novo* lipogenesis genes was not observed in Cpn and Cpn + Aa groups, indicating the involvement of other regulatory pathways affecting SFA levels in the AT.

Chronic infection with *C. pneumoniae* did not enhance the pathways associated with humoral antibody response, and moreover, the effects on the AT depot fatty acid distribution were less evident than with Aa infection. However, the “Defense response” pathway which included four up-regulated defensins was enriched in the epididymal AT depot. Previously, *C. pneumoniae* infection *in vitro* was reported to induce human β-defensin 2 production mediated by the TLR4 pathway in monocytes [38]. 

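Aa-infected and Cpn-infected mice were compared directly. In inguinal AT, where both groups lay on BeadChip 1, limma called 10 probes higher and 3 lower in Aa than in Cpn mice, and 113 and 35 probes differed by at least 2-fold. In epididymal AT, where they lay on 2 BeadChips, 377 probes were higher and 221 lower in Aa mice, while 87 and 264 differed by at least 2-fold. Over all probes, the log2 changes of Aa and Cpn against the controls correlated at r = 0.65 in inguinal and r = 0.29 in epididymal AT. Both comparisons use the same 3 controls, which alone gave r = 0.50 in groups simulated with neither an infection effect nor a BeadChip difference. The covariance was 0.0333 in inguinal AT against 0.0104 in the simulation, and 0.0105 in epididymal AT against 0.00842. The simulation is not the no-change value of this layout, because the inguinal Aa and Cpn groups shared BeadChip 1 apart from their controls on BeadChip 2, and the epididymal groups and their controls lay on BeadChips 4, 5 and 6. These values are across probes, which are not independent of each other. Fits on the 6 arrays of the compared groups called 0 probes in inguinal and 73 in epididymal AT, array weights gave 0 and 1472, and the fit of all 42 arrays called 122 in inguinal AT. Leaving out 1 array at a time gave 0 to 353 probes in the inguinal comparison, the highest without Aa replicate 2, and 58 to 2249 in the epididymal one, the highest without Cpn replicate 1, where 1110 probes were higher and 1139 lower in Aa mice.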

Although both *C. pneumoniae* and *A. actinomycetemcomitans* are Gram-negative pathogens, the effects of Cpn infection differed considerably from those of Aa infection. This result may be due to the distinct infection routes and *C. pneumoniae* being an obligatory intracellular pathogen. In addition, the difference in the infection time points may also influence the outcome and, altogether, the character of chronic infection differs from the recurrent one. 

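The combined infection was set beside the single Aa infection. In epididymal AT limma called 9 probes higher and 24 lower in Cpn + Aa than in Aa mice, with the groups on 2 BeadChips. This total of 33 became 8 and 12 without Cpn + Aa replicate 2 or 3, 4 and 17 without Aa replicate 2 or 3, and 125 without dim probes. The inguinal groups, also on 2 BeadChips, differed at 1836 higher and 1037 lower probes. Their total of 2873 became 1868 and 1218 without Cpn + Aa replicate 2 or 3, and 1743 without Aa replicate 3. Fits on the 6 arrays of Cpn + Aa and Aa mice called 1 probe in inguinal and 2 in epididymal AT. The log2 changes against the shared controls correlated at r = 0.57 over all epididymal probes and at r = 0.47 over all inguinal probes, where the shared controls alone gave 0.50 in simulated groups. Their covariance was 0.0194 in epididymal AT against a simulated 0.00856, and 0.017 in inguinal AT against 0.0104. The changes of Cpn + Aa and of Cpn correlated at r = 0.67 in epididymal AT, with a covariance of 0.0279 against a simulated 0.00849, and at r = 0.09 in inguinal AT, with 0.00283 against 0.0104. The layouts differ, in that the epididymal Cpn and Cpn + Aa groups shared BeadChip 5 apart from their controls, while the inguinal Cpn group lay on BeadChip 1 and the Cpn + Aa group with the controls on BeadChip 2. The inguinal Aa group had the layout of the inguinal Cpn group, with the higher r and covariance given above. The simulated values hold no BeadChip difference.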

The combined infection model displayed a humoral antibody response and changes in AT depot FA distribution similar to those with single Aa infection. Nevertheless, indicators of the potentially amplified *de novo* lipogenesis in epididymal AT remained absent.

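The number of probes that passed a correction for multiple testing differed between tests and between comparisons. Over 17 comparisons of 3 against 3 arrays, limma called 0 to 23 probes in the 5 comparisons within a BeadChip and 33 to 3028 in the 12 comparisons between BeadChips.

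**Figure D1:**
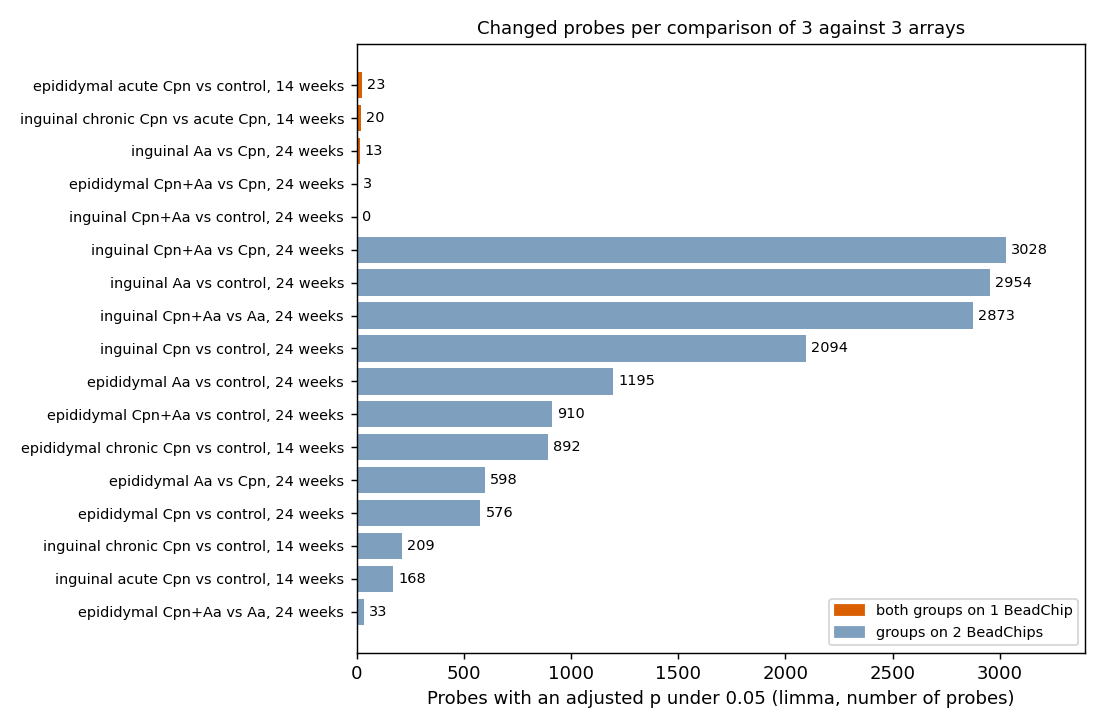
Number of probes with an adjusted p under 0.05 in limma (horizontal axis) for each comparison of 3 against 3 arrays (vertical axis), coloured by whether both groups lay on 1 BeadChip. The comparisons on 1 BeadChip reach 23 probes and those on 2 BeadChips reach 3028.

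With an unequal-variance test on each probe's own 6 arrays, Benjamini-Hochberg adjustment left 1 probe in epididymal Aa against control and 0 in the other 5 comparisons with the 24-week controls. In these 6 comparisons, 1419 to 5734 probes had an unadjusted p under 0.05 by that test. Limma takes the spread of each probe from 21 arrays and moderates it over all probes, and the unequal-variance test takes it from 6 arrays. Which groups are compared differs between the comparisons within and between BeadChips, and the ranges overlap under other settings. Limma fits on 6 arrays called 0 to 81 probes within a BeadChip and 0 to 1974 between BeadChips, and leaving out 1 array gave 0 to 353 within and 2 to 3499 between.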

The major limitation of the study was the small number of mice available for the microarray analysis, which resulted in non-significant gene FC-results after FDR correction. Although the apoE-deficient mouse model has been utilized widely in atherosclerosis research, it possesses certain drawbacks, such as a somewhat non-physiological lipoprotein profile [39]. The adipocytes of apoE-deficient mice are smaller, contain fewer lipids, and accumulate less triglycerides from very low-density lipoproteins and chylomicrons compared with adipocytes derived from wild-type mice [40,41]. In addition, because apoE has been shown to protect against LPS-derived sepsis, apoE deficiency actually exposes mice to the deleterious and possibly proatherogenic effects of LPS [21]. Nevertheless, the augmented susceptibility to LPS may produce a more human-like response, because rodents are generally more resistant to LPS-mediated effects than humans. Our study design included only males and therefore we could only draw gender-specific conclusions. It is noteworthy that, in mice, approximately 20% of AT genes exhibit sexual dimorphism (FC >1.2), and the enriched functional categories with FC >3 include “Lipid metabolism” [42].

## Conclusions

The present study introduces *in vivo* evidence that systemic infection of *A. actinomycetemcomitans* activates inflammation-related biological pathways and alters the lipid homeostasis adversely in both inguinal and epididymal AT depots in apoE-deficient mice. The results suggest that repeated endotoxemia promotes AT dysfunction as shown by accumulation of saturated fat in the tissue and spill-over of free fatty acids into the circulation possibly via induced lipolysis. These observations may be useful when studying the potential mechanism linking adipose tissue to the proposed atherogenicity of the chronic infections.

## Abbreviations

Aa: *Aggregatibacter actinomycetemcomitans*; apoE: apolipoprotein E; AT: Adipose tissue; Cpn: *Chlamydia pneumoniae*; FC: Fold change; FDR: False discovery rate; FFA: Free fatty acid; GO: Gene ontology; IQR: Interquartile range; LPS: Lipopolysaccharide; MUFA: Monounsaturated fatty acid; PAI 1: Plasminogen activator inhibitor-1; PUFA: Polyunsaturated fatty acid; QPCR: Quantitative polymerase chain reaction; SD: Standard deviation; SFA: Saturated fatty acid; SPG: Sucrose-phosphate-glutamic acid buffer; TLR: Toll-like receptor; TNF-α: Tumour necrosis factor α.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

KH, AMT, SL, MJ, PTK, ML, PS, GA, and PJP designed the study. KH performed experiments, analyzed and interpreted data, initially drafted the manuscript, and prepared tables and figures. AMT, SL, and IS performed experiments and edited the manuscript. MJ, PTK, ML, PS, GA, and PJP critically revised the manuscript and contributed to discussion. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 QPCR primer sequences. Click here for file

Additional file 2: Table S2 Differentially expressed genes in the inguinal AT transcriptome of recurrent *A. actinomycetemcomitans-*infected mice. Click here for file

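In the inguinal AT of Aa-infected mice, 99 probes were at least 2-fold higher and 152 at least 2-fold lower than in control mice by the difference of mean log2 values. The balance depended on the measure and on single arrays, since the ratio of arithmetic means gave 185 higher and 121 lower probes, and leaving out infected replicate 1, 2 or 3 gave 183 and 297, 231 and 286, and 70 and 67. With limma, 1137 probes were higher and 1817 lower at an adjusted p under 0.05, with a median absolute log2 change of 0.443 among them. The largest rise among the called probes whose 3 infected arrays all lay above the 3 control arrays was that of ILMN_1256817, at 12.95 ± 1.61 (SD, n = 3) against 8.34 ± 0.53 (SD, n = 3), which is 24.4-fold (limma, adjusted p = 0.000929). ILMN_2710905 followed with 17.8-fold (limma, adjusted p = 0.000536). Infected replicate 3 carried much of both sizes, and without it they were 12.8-fold and 11.3-fold (limma, adjusted p = 0.00289 and 0.00221). ILMN_2540574 and ILMN_1215212 fell most, both to 0.301 of the control level (limma, adjusted p = 4.08e-05 and 0.00572). On BeadChip 1, which the Aa and Cpn groups shared, ILMN_1256817 was 27.7-fold higher in Aa than in Cpn mice (limma, adjusted p = 0.0158), whereas ILMN_2540574 stood at 0.794 of the Cpn level (limma, adjusted p = 0.414). For ILMN_1256817 this was 14.6-fold without Aa replicate 3 (limma, adjusted p = 0.0491), and without Cpn replicate 1, 2 or 3 it was 27.3-fold, 30.5-fold and 25.6-fold, past the threshold in none of these fits (limma, adjusted p = 0.0989, 0.0728 and 0.0575).

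**Figure D2:**
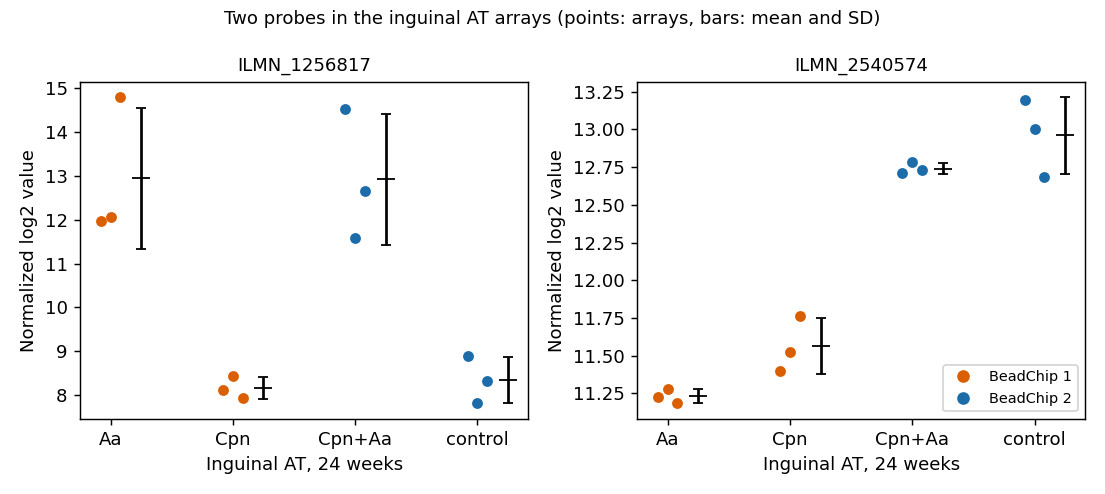
Normalized log2 values of 2 probes (vertical axes, which do not start at 0) in the 4 inguinal groups of 24 weeks (horizontal axes), with a point per array coloured by BeadChip and bars for the mean and SD of 3 arrays. ILMN_1256817 is high in both groups that received Aa, on BeadChip 1 and on BeadChip 2, and ILMN_2540574 is low in both groups on BeadChip 1.

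With the BeadChip cancelled, by averaging Aa against Cpn on BeadChip 1 and Cpn + Aa against control on BeadChip 2 under additive effects, 14 probes were higher and 0 lower in limma, with a median absolute log2 change of 2.32, and 4141 probes had an unadjusted p under 0.05. In this estimate, added after the data had been seen, the log2 change was 4.69 for ILMN_1256817 and 3.29 for ILMN_2710905 (limma, adjusted p = 0.000513 and 0.00136), and -0.28 for ILMN_2540574 and -0.59 for ILMN_1215212 (limma, adjusted p = 0.458 and 0.48). This estimate does not cancel position, since the arrays with Aa took the earlier places on both BeadChips. Nor does it part Aa from the injections on BeadChip 1, since the paper lists no vehicle injections for Cpn mice. Against the controls, a fit on the 6 arrays of the compared groups alone called 0 probes higher and 8 lower. Neither ILMN_1256817 nor ILMN_2710905 passed in that fit. Array weights gave 1661 calls and the fit of all 42 arrays 4460. Without infected replicate 3 the count was 1386, and without control replicate 1, 2 or 3 it was 1452, 1382 and 1373.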

Additional file 3: Table S3 Differentially expressed genes in the inguinal AT transcriptome of chronic *C. pneumoniae*-infected mice. Click here for file

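Against control mice, the inguinal AT of Cpn-infected mice had 27 probes at least 2-fold higher and 86 at least 2-fold lower. The ratio of arithmetic means gave 52 and 89, normexp background correction gave 43 and 120, and leaving out infected replicate 1 or 2 gave 56 and 105, and 43 and 78. By limma 581 probes were higher and 1513 lower, and of these 7 and 41 also passed the fold change limit. Downward changes thus outnumbered upward changes by both measures. The largest upward log2 difference of any probe was 1.66 and the largest downward one was -2.12. All 3 Cpn arrays lay on the same side of all 3 control arrays at 25.6% of probes, where 10% is the average share that chance gives for 3 against 3. The groups lay on BeadChips 1 and 2, and with the BeadChip cancelled under additive Aa and Cpn effects limma called 0 probes, with 2437 at an unadjusted p under 0.05. A fit on the 6 arrays of these groups called 1088 probes, and the fit without infected replicate 2 or control replicate 1, 2 or 3 called 1086, 917, 994 and 1085.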

Additional file 4: Table S4 Differentially expressed genes in the inguinal AT transcriptome of combined chronic *C. pneumoniae* and recurrent *A. actinomycetemcomitans*-infected mice. Click here for file

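In the combined infection, 82 probes of the inguinal AT were at least 2-fold higher than in control mice and 9 were at least 2-fold lower. These numbers rest on single arrays, with 50 and 9 without infected replicate 1, 131 and 85 without infected replicate 2, 101 and 24 without control replicate 1, and 74 and 18 without control replicate 2. Normexp background correction gave 91 and 17, and ratios of group medians, added after the data had been seen, gave 82 and 32. No probe passed limma's test, in which 0 of 45281 had an adjusted p under 0.05, 1486 had an unadjusted p under 0.05 and the smallest adjusted p was 0.0593. An unequal-variance test of each probe, added after the data had been seen, also called 0 probes, with 1419 at an unadjusted p under 0.05. ILMN_1256817 had a difference of 24.0-fold (limma, adjusted p = 0.0593), and its 3 infected arrays spread by an SD of 1.50 on the log2 scale. Without infected replicate 1 it was 13.7-fold (limma, adjusted p = 0.458), and without infected replicate 2 it was 38.2-fold (limma, adjusted p = 0.021). In Aa mice this probe changed about as much in the same fit, 24.4-fold with an SD of 1.61 (limma, adjusted p = 0.000929). The fit holds 1 spread per probe, so this gap in adjusted p comes from the adjustment, which depends on all probes of a comparison. For Aa, between 2 BeadChips, 2954 probes were called. The Cpn + Aa and control groups both lay on BeadChip 2. The infected and control arrays did not overlap at 9.6% of probes, where chance gives 10% on average. Probes are not independent of each other, so this share does not show that nothing changed. In simulated data, log2 changes of 1 were recovered at 88% of the probes altered by that size, and changes of 0.5 at 64%. The simulated noise was normal, independent between probes, and had 1 spread per probe over the 7 inguinal groups. These rates need not hold in the arrays, where no probe past the fold change limit was called. Normexp background correction and the fit without dim probes called 3 probes each, and array weights and the fit of all 42 arrays called 7 each. Without infected replicate 2 the count was 7, and without control replicate 3 it was 1.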

Additional file 5: Table S5 Differentially expressed genes in the epididymal AT transcriptome of recurrent *A. actinomycetemcomitans*-infected mice. Click here for file

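In the epididymal AT of Aa-infected mice, 41 probes were at least 2-fold higher and 11 at least 2-fold lower than in control mice. Without infected replicate 3 these numbers were 64 and 26, and without control replicate 2 they were 50 and 23. With limma, 343 probes were higher and 852 lower, most of them by less than the fold change limit, since 12 of the higher and 2 of the lower ones reached it. The median absolute log2 change of the called probes was 0.398. The largest rise was 4.22 and the largest fall -1.50 on the log2 scale. The Aa arrays lay on BeadChip 4 and the controls on BeadChip 6. Under additive effects the Cpn + Aa against Cpn comparison on BeadChip 5 estimates the Aa effect without the BeadChip. It does not part that effect from position or from the injections, since the paper lists no vehicle injections for Cpn mice. In this comparison limma called 3 probes, 3 higher and 0 lower, with 3257 at an unadjusted p under 0.05. Neither this number nor its direction is stable, with 0 higher and 8 lower without Cpn replicate 1, 7 higher and 0 lower without Cpn replicate 2, and 0 calls without Cpn replicate 3, without Cpn + Aa replicate 1 or 3, in the fit on 6 arrays and with robust moderation. Without infected replicate 1, 2 or 3 the calls against the controls numbered 665, 668 and 700, and without control replicate 1, 2 or 3 they numbered 618, 506 and 532. The fit on the 6 arrays of these groups called 229 higher and 413 lower probes.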

Additional file 6: Table S6 Differentially expressed genes in the epididymal AT transcriptome of combined chronic *C. pneumoniae*-infected mice. Click here for file

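The epididymal AT of Cpn-infected mice had 237 probes at least 2-fold higher and 11 at least 2-fold lower than in control mice. Without infected replicate 1 the numbers were 448 and 67, and without infected replicate 2 they were 102 and 6. Of the 237 higher probes, 4 had an adjusted p under 0.05 in limma. Averaged over these 237 probes, which were chosen on these groups, and centred on the 21 epididymal arrays, the Cpn arrays stood at -0.57, 2.00 and 1.14 on the log2 scale, and the 3 control arrays of 24 weeks at -0.68, -0.76 and -0.65. Over all probes limma called 67 higher and 509 lower, with a median absolute log2 change of 0.417. The groups lay on BeadChips 5 and 6, so BeadChip and infection cannot be told apart. The fit on the 6 arrays of these groups called 5 higher and 24 lower probes, and that of all 42 arrays 299 and 771. The excess of lower probes was smaller with array weights, with 986 higher and 1724 lower, and without infected replicate 1, with 748 higher and 936 lower. Without infected replicate 1, 2 or 3 there were 1684, 197 and 191 calls, and without control replicate 1, 2 or 3 there were 314, 185 and 299.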

Additional file 7: Table S7 Differentially expressed genes in the epididymal AT transcriptome of combined chronic *C. pneumoniae* and recurrent *A. actinomycetemcomitans*-infected mice. Click here for file

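In the epididymal AT of mice with both infections, 127 probes were at least 2-fold higher and 39 at least 2-fold lower than in control mice. Without infected replicate 3 these numbers were 206 and 66, without infected replicate 1 they were 99 and 24, and without control replicate 2 they were 122 and 60. By limma 135 probes were higher and 775 lower. Among these, 27 higher and 16 lower probes passed the fold change limit as well. The fit on the 6 arrays of these groups called 79 higher and 273 lower probes, and array weights gave 295 and 1135. The arrays of the infected mice and the controls did not overlap at 22.5% of probes. The infected arrays lay on BeadChip 5 and the controls on BeadChip 6, so no value within a BeadChip can be given for this comparison. The count was 444, 549 and 513 without infected replicate 1, 2 or 3, and 505, 420 and 432 without control replicate 1, 2 or 3.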

# Supplementary material for: The effect of proatherogenic pathogens on adipose tissue transcriptome and fatty acid distribution in apolipoprotein E-deficient mice
**Source:** BMC Genomics. 2013 Oct 17;14:709. doi: 10.1186/1471-2164-14-709
**Supplement:** Additional file 1: Table S1 — QPCR primer sequences.

**Supplementary Table 1. QPCR primer sequences**

| **Target gene** | **Reference Sequence no.*** | **Forward primer 5’-3’** | **Reverse primer 5’-3’** |
| --- | --- | --- | --- |
| ***Cd68*** | NM 009853 | GCGGCTCCCTGTGTGTCTG | TTCTGTGGCTGTAGGTGTCATCG |
| ***Mrc-1*** | NM 008625 | GCTCGGGACTCTGGATTG | AGGCTCTGATGATGGACTTC |
| ***Mcp-1*** | NM 011333 | GAGCCAGACGGGAGGAAG | ATGGTGGTGGAGGAAGAGAG |
| ***Mif*** | NM 010798 | TCCACCTTCGCTTGAGTC | GGATAAACACAGAACACTACG |
| ***Slpi*** | NM 011414.3 | GCCCGGGAAAGCAGAGGTGC | TCCCAGGCTTCCTCCACACTGG |
| ***Mpo*** | NM 010824.2 | TTCTGGCAGGGGACATGCGCT | TGTGTGGCCAGCCGGTTATGC |
| ***Gapdh*** | NM 008084.2 | TTCAACGGCACAGTCAAGG | CTCCACGACATACTCAGCAC |

* National Center of Biotechnology Information (NCBI), <http://www.ncbi.nlm.nih.gov/>

The QPCR reaction primer concentration was 100 nM, except 200 nM for *Gapdh*.

AT, adipose tissue; *Gapdh*, glyceraldehyde-3-phosphate dehydrogenase; *Mcp-1*, monocyte chemoattractant protein 1; *Mif*, macrophage migration inhibitory factor, *Mrc-1*, mannose receptor C type 1; *Mpo*, myeloperoxidase; *Slpi*, secretory leukocyte peptidase inhibitor

# Supplementary material for: The effect of proatherogenic pathogens on adipose tissue transcriptome and fatty acid distribution in apolipoprotein E-deficient mice
**Source:** BMC Genomics. 2013 Oct 17;14:709. doi: 10.1186/1471-2164-14-709
**Supplement:** Additional file 2: Table S2 — Differentially expressed genes in the inguinal AT transcriptome of recurrent A. actinomycetemcomitans-infected mice.

**Supplementary Table 2. Differentially expressed genes in the inguinal AT transcriptome of recurrent *A. actinomycetemcomitans-*infected mice**

^a^ Compared to the control group. Fold change limit 2.0.

^b^ Q-values are P-values corrected for multiple hypotheses using Benjamini-Hochberg false discovery rate.

# Supplementary material for: The effect of proatherogenic pathogens on adipose tissue transcriptome and fatty acid distribution in apolipoprotein E-deficient mice
**Source:** BMC Genomics. 2013 Oct 17;14:709. doi: 10.1186/1471-2164-14-709
**Supplement:** Additional file 3: Table S3 — Differentially expressed genes in the inguinal AT transcriptome of chronic C. pneumoniae-infected mice.

**Supplementary Table 3. Differentially expressed genes in the inguinal AT transcriptome of chronic *C. pneumoniae*-infected mice**

| **Up-regulated genes^a^** | | | | **Down-regulated genes^a^** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene product** | **Fold change** | **P-value** | **Q-value^b^** | **Gene product** | **Fold change** | **P-value** | **Q-value^b^** |
| IGKV1-99_AJ231207_Ig_kappa_variable_1-99_1 | 3.89 | 0.818 | 0.926 | Gpx8 | 0.50 | 0.036 | 0.376 |
| Tnnc2 | 3.65 | 0.495 | 0.756 | LOC665281 | 0.50 | 0.002 | 0.306 |
| Usp18 | 2.57 | 0.026 | 0.362 | LOC386246 | 0.50 | 0.005 | 0.306 |
| Ifit3 | 2.37 | 0.030 | 0.365 | LOC271505 | 0.49 | 0.306 | 0.633 |
| A530020H22Rik | 2.33 | 0.003 | 0.306 | LOC641178 | 0.49 | 0.082 | 0.432 |
| LOC100046552 | 2.20 | 0.869 | 0.949 | Hbb-b1 | 0.48 | 0.063 | 0.408 |
| Fcrls | 2.13 | 0.014 | 0.334 | Nat8l | 0.48 | 0.457 | 0.733 |
| LOC384411 | 2.13 | 0.208 | 0.557 | 8430408G22Rik | 0.48 | 0.009 | 0.312 |
| Osr2 | 2.09 | 0.027 | 0.362 | Nrg4 | 0.48 | 0.142 | 0.496 |
| Gpc3 | 2.08 | 0.006 | 0.306 | IGHV1S28_X02460_Ig_heavy_variable_1S28_13 | 0.48 | 0.010 | 0.320 |
| C230075M21Rik | 2.04 | 0.025 | 0.362 | LOC386005 | 0.47 | 0.008 | 0.311 |
| Ppap2b | 2.02 | 0.002 | 0.306 | Ywhag | 0.47 | 0.026 | 0.362 |
| Slfn1 | 2.02 | 0.052 | 0.397 | Actr3 | 0.46 | 0.001 | 0.302 |
| Eif2ak2 | 2.02 | 0.021 | 0.352 | LOC545472 | 0.46 | 0.048 | 0.394 |
|  |  |  |  | LOC226017 | 0.46 | 0.051 | 0.395 |
|  |  |  |  | Rps3a | 0.45 | 0.016 | 0.343 |
|  |  |  |  | LOC674147 | 0.45 | 0.003 | 0.306 |
|  |  |  |  | Nr1d2 | 0.44 | 0.795 | 0.914 |
|  |  |  |  | Elovl6 | 0.44 | 0.109 | 0.465 |
|  |  |  |  | LOC213684 | 0.44 | 0.114 | 0.470 |
|  |  |  |  | IGHV12S1_M22439_Ig_heavy_variable_12S1_339 | 0.44 | 0.041 | 0.384 |
|  |  |  |  | LOC668387 | 0.44 | 0.009 | 0.313 |
|  |  |  |  | LOC380707 | 0.43 | 0.354 | 0.668 |
|  |  |  |  | LOC100047788 | 0.43 | 0.356 | 0.669 |
|  |  |  |  | Mod1 | 0.43 | 0.049 | 0.394 |
|  |  |  |  | Ddit4 | 0.43 | 0.009 | 0.312 |
|  |  |  |  | LOC674707 | 0.42 | 0.007 | 0.306 |
|  |  |  |  | Acaa2 | 0.41 | 0.247 | 0.585 |
|  |  |  |  | LOC385291 | 0.40 | 0.004 | 0.306 |
|  |  |  |  | LOC381365 | 0.40 | 0.004 | 0.306 |
|  |  |  |  | LOC665235 | 0.40 | 0.054 | 0.397 |
|  |  |  |  | LOC672342 | 0.36 | 0.405 | 0.702 |
|  |  |  |  | LOC672339 | 0.32 | 0.474 | 0.744 |
|  |  |  |  | LOC668038 | 0.26 | 0.107 | 0.463 |
|  |  |  |  | LOC100042270 | 0.25 | 0.105 | 0.461 |
|  |  |  |  | LOC383196 | 0.21 | 0.423 | 0.712 |
|  |  |  |  | Ighg3 | 0.17 | 0.309 | 0.635 |

^a^ Compared to the control group. Fold change limit 2.0.

^b^ Q-values are P-values corrected for multiple hypotheses using Benjamini-Hochberg false discovery rate.

# Supplementary material for: The effect of proatherogenic pathogens on adipose tissue transcriptome and fatty acid distribution in apolipoprotein E-deficient mice
**Source:** BMC Genomics. 2013 Oct 17;14:709. doi: 10.1186/1471-2164-14-709
**Supplement:** Additional file 4: Table S4 — Differentially expressed genes in the inguinal AT transcriptome of combined chronic C. pneumoniae and recurrent A. actinomycetemcomitans-infected mice.

**Supplementary Table 4. Differentially expressed genes in the inguinal AT transcriptome of combined chronic *C. pneumoniae* and recurrent *A. actinomycetemcomitans*-infected mice**

| **Up-regulated genes^a^** | | | | **Down-regulated genes^a^** | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene product** | **Fold change** | **P-value** | **Q-value^b^** | | **Gene product** | **Fold change** | **P-value** | **Q-value^b^** |
| Igkv15-103 | 19.20 | 0.119 | 0.993 | | Dpt | 0.49 | 0.169 | 0.993 |
| S100a9 | 11.29 | 0.057 | 0.993 | | Ddx17 | 0.49 | 0.144 | 0.993 |
| S100a8 | 10.96 | 0.034 | 0.993 | | Lep | 0.46 | 0.386 | 0.993 |
| IGHV1S119_L33961_Ig_heavy_variable_1S119_14 | 8.08 | 0.062 | 0.993 | | Bmp3 | 0.46 | 0.306 | 0.993 |
| IGKV12-98_AJ235949_Ig_kappa_variable_12-98_12 | 8.05 | 0.182 | 0.993 | | Tnnc2 | 0.46 | 0.610 | 0.993 |
| LOC100047788 | 7.81 | 0.038 | 0.993 | | Igfbp6 | 0.46 | 0.158 | 0.993 |
| LOC640696 | 7.60 | 0.088 | 0.993 | | Adh7 | 0.43 | 0.137 | 0.993 |
| IGKV8-31_AJ235957_Ig_kappa_variable_8-31_3 | 7.52 | 0.079 | 0.993 | | Aldh1a1 | 0.43 | 0.114 | 0.993 |
| LOC232065 | 5.84 | 0.089 | 0.993 | | Sncg | 0.40 | 0.214 | 0.993 |
| Igk-V5 | 5.76 | 0.098 | 0.993 | | Slc6a13 | 0.37 | 0.176 | 0.993 |
| IGHV1S28_X02460_Ig_heavy_variable_1S28_13 | 5.44 | 0.013 | 0.993 | | Sncg | 0.36 | 0.164 | 0.993 |
| Ltf | 4.73 | 0.087 | 0.993 | | Acta1 | 0.34 | 0.539 | 0.993 |
| LOC637260 | 4.32 | 0.003 | 0.993 | |  |  |  |  |
| Igh-4 | 4.16 | 0.091 | 0.993 | |  |  |  |  |
| IGHV1S59_L17134_Ig_heavy_variable_1S59_150 | 4.03 | 0.258 | 0.993 | |  |  |  |  |
| Ighg | 3.90 | 0.048 | 0.993 | |  |  |  |  |
| LOC232067 | 3.88 | 0.295 | 0.993 | |  |  |  |  |
| IGHV1S34_X02467_Ig_heavy_variable_1S34_71 | 3.87 | 0.183 | 0.993 | |  |  |  |  |
| LOC100048770 | 3.85 | 0.057 | 0.993 | |  |  |  |  |
| IGKV9-120_V00804$J00566_Ig_kappa_variable_9-120_12 | 3.76 | 0.595 | 0.993 | |  |  |  |  |
| IGHV1S30_X02462_Ig_heavy_variable_1S30_12 | 3.72 | 0.061 | 0.993 | |  |  |  |  |
| Gm16971 | 3.56 | 0.173 | 0.993 | |  |  |  |  |
| IGHG1_J00453$V00793_Ig_heavy_constant_gamma_1_792 | 3.46 | 0.113 | 0.993 | |  |  |  |  |
| LOC434031 | 3.31 | 0.298 | 0.993 | |  |  |  |  |
| Ngp | 3.29 | 0.092 | 0.993 | |  |  |  |  |
| LOC384415 | 3.15 | 0.256 | 0.993 | |  |  |  |  |
| Prg2 | 3.04 | 0.122 | 0.993 | |  |  |  |  |
| LOC674147 | 3.04 | 0.018 | 0.993 | |  |  |  |  |
| Igkv5-48 | 3.02 | 0.254 | 0.993 | |  |  |  |  |
| LOC626347 | 2.93 | 0.056 | 0.993 | |  |  |  |  |
| LOC272683 | 2.91 | 0.140 | 0.993 | |  |  |  |  |
| D6Mit97 | 2.89 | 0.311 | 0.993 | |  |  |  |  |
| Igl-V1 | 2.84 | 0.256 | 0.993 | |  |  |  |  |
| Igl | 2.28 | 0.063 | 0.993 | |  |  |  |  |
| Ighv1-62 | 2.21 | 0.183 | 0.993 | |  |  |  |  |
| IGHV1S14_K00707$X00161_Ig_heavy_variable_1S14_164 | 2.18 | 0.091 | 0.993 | |  |  |  |  |
| IGKV4-80_AJ231213_Ig_kappa_variable_4-80_91 | 2.17 | 0.049 | 0.993 | |  |  |  |  |
| LOC672329 | 2.13 | 0.085 | 0.993 | |  |  |  |  |
| IGHV1S120_AF025443_Ig_heavy_variable_1S120_8 | 2.12 | 0.192 | 0.993 | |  |  |  |  |
| LOC626583 | 2.12 | 0.825 | 0.996 | |  |  |  |  |
| IGHV1S35_M12376_Ig_heavy_variable_1S35_13 | 2.11 | 0.086 | 0.993 | |  |  |  |  |
| Ighg3 | 2.06 | 0.480 | 0.993 | |  |  |  |  |
| LOC630305 | 2.04 | 0.210 | 0.993 | |  |  |  |  |
| Chi3l3 | 2.03 | 0.179 | 0.993 | |  |  |  |  |
| Igkv12-89 | 2.01 | 0.122 | 0.993 | |  |  |  |  |

^a^ Compared to the control group. Fold change limit 2.0.

^b^ Q-values are P-values corrected for multiple hypotheses using Benjamini-Hochberg false discovery rate.

# Supplementary material for: The effect of proatherogenic pathogens on adipose tissue transcriptome and fatty acid distribution in apolipoprotein E-deficient mice
**Source:** BMC Genomics. 2013 Oct 17;14:709. doi: 10.1186/1471-2164-14-709
**Supplement:** Additional file 5: Table S5 — Differentially expressed genes in the epididymal AT transcriptome of recurrent A. actinomycetemcomitans-infected mice.

**Supplementary Table 5. Differentially expressed genes in the epididymal AT transcriptome of recurrent *A. actinomycetemcomitans*-infected mice**

| **Up-regulated genes^a^** | | | | **Down-regulated genes^a^** | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene product** | **Fold change** | **P-value** | **Q-value^b^** | | **Gene product** | **Fold change** | **P-value** | **Q-value^b^** |
| LOC100047788 | 22.35 | 0.018 | 0.409 | | Itga11 | 0.49 | 0.104 | 0.520 |
| Igl-V1 | 8.49 | 0.046 | 0.457 | | Gfpt2 | 0.47 | 0.079 | 0.496 |
| Ighg | 7.68 | 0.325 | 0.685 | | Chst4 | 0.46 | 0.096 | 0.514 |
| Ighg3 | 4.77 | 0.095 | 0.514 | | Lyz1 | 0.46 | 0.119 | 0.533 |
| Igk-C | 4.57 | 0.250 | 0.632 | | Bcl6 | 0.44 | 0.085 | 0.503 |
| Igk-V5 | 4.16 | 0.050 | 0.459 | | Erdr1 | 0.37 | 0.234 | 0.623 |
| LOC384413 | 3.45 | 0.046 | 0.457 | | Itga11 | 0.49 | 0.104 | 0.520 |
| LOC100047162 | 3.34 | 0.109 | 0.524 | | Gfpt2 | 0.47 | 0.079 | 0.496 |
| Elovl6 | 3.21 | 0.185 | 0.586 | | Chst4 | 0.46 | 0.096 | 0.514 |
| Igl-V1 | 2.92 | 0.281 | 0.654 | | Lyz1 | 0.46 | 0.119 | 0.533 |
| Pcx | 2.82 | 0.386 | 0.723 | | Bcl6 | 0.44 | 0.085 | 0.503 |
| IGKV3-2_X16954_Ig_kappa_variable_3-2_18 | 2.80 | 0.021 | 0.410 | | Erdr1 | 0.37 | 0.234 | 0.623 |
| LOC207685 | 2.72 | 0.490 | 0.780 | |  |  |  |  |
| Fabp4 | 2.60 | 0.218 | 0.613 | |  |  |  |  |
| Cidea | 2.53 | 0.118 | 0.532 | |  |  |  |  |
| LOC637227 | 2.51 | 0.016 | 0.409 | |  |  |  |  |
| LOC669053 | 2.50 | 0.275 | 0.650 | |  |  |  |  |
| LOC676136 | 2.49 | 0.211 | 0.607 | |  |  |  |  |
| A530020H22Rik | 2.47 | 0.223 | 0.616 | |  |  |  |  |
| Mod1 | 2.28 | 0.054 | 0.469 | |  |  |  |  |
| Thrsp | 2.26 | 0.001 | 0.381 | |  |  |  |  |
| LOC245892 | 2.25 | 0.018 | 0.409 | |  |  |  |  |
| Klf6 | 2.24 | 0.012 | 0.399 | |  |  |  |  |
| Scd2 | 2.15 | 0.012 | 0.401 | |  |  |  |  |
| 9130213B05Rik | 2.12 | 0.002 | 0.381 | |  |  |  |  |
| Slc15a2 | 2.08 | 0.025 | 0.417 | |  |  |  |  |
| Dusp4 | 2.06 | 0.061 | 0.476 | |  |  |  |  |
| Lrtm1 | 2.02 | 0.069 | 0.484 | |  |  |  |  |
| IGLC2_J00595_Ig_lambda_constant_2_14 | 2.01 | 0.072 | 0.487 | |  |  |  |  |
| Insig1 | 2.01 | 0.274 | 0.649 | |  |  |  |  |

|  |
| --- |

^a^ Compared to the control group. Fold change limit 2.0.

^b^ Q-values are P-values corrected for multiple hypotheses using Benjamini-Hochberg false discovery rate.

# Supplementary material for: The effect of proatherogenic pathogens on adipose tissue transcriptome and fatty acid distribution in apolipoprotein E-deficient mice
**Source:** BMC Genomics. 2013 Oct 17;14:709. doi: 10.1186/1471-2164-14-709
**Supplement:** Additional file 6: Table S6 — Differentially expressed genes in the epididymal AT transcriptome of combined chronic C. pneumoniae-infected mice.

**Supplementary Table 6. Differentially expressed genes in the epididymal AT transcriptome of combined chronic *C. pneumoniae*-infected mice**

|  |
| --- |

^a^ Compared to the control group. Fold change limit 2.0.

^b^ Q-values are P-values corrected for multiple hypotheses using Benjamini-Hochberg false discovery rate.

# Supplementary material for: The effect of proatherogenic pathogens on adipose tissue transcriptome and fatty acid distribution in apolipoprotein E-deficient mice
**Source:** BMC Genomics. 2013 Oct 17;14:709. doi: 10.1186/1471-2164-14-709
**Supplement:** Additional file 7: Table S7 — Differentially expressed genes in the epididymal AT transcriptome of combined chronic C. pneumoniae and recurrent A. actinomycetemcomitans-infected mice.

**Supplementary Table 7. Differentially expressed genes in the epididymal AT transcriptome of combined chronic *C. pneumoniae* and recurrent *A. actinomycetemcomitans*-infected mice**

|  |
| --- |

^a^ Compared to the control group. Fold change limit 2.0.

^b^ Q-values are P-values corrected for multiple hypotheses using Benjamini-Hochberg false discovery rate.

How the deposited data were processed for this re-analysis (not part of the article)

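Adipose tissue of apoE-deficient mice was measured on Illumina Mouse WG-6 v2.0 BeadChips in 42 samples, 21 of inguinal and 21 of epididymal AT, in 14 groups of 3. Groups were taken from the sample labels and the paper. The 18 arrays of 14-week groups rest on the labels alone. The series holds the authors' deposited log2 values of 45281 probes, quantile normalized over all arrays by the authors; the software they used for this is not named in the paper's text, and background had not been subtracted as far as the values show. The paper gives 3 biological replicates per group, and by the sample names 7 mice gave arrays of both depots.

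The deposited values list probes by their Illumina number and do not pair them with genes. No table that pairs these numbers with genes was used here, and the tables of the paper list gene symbols without probe numbers. Probes are therefore printed by number only, at most 2 that rose and 2 that fell, by the rule that the called probes with complete separation of the arrays and the largest change in inguinal Aa are named. The 30 gene lists that had been written before the data were examined (among them immunoglobulins, neutrophil genes and de novo lipogenesis), the tests of these lists, the GO enrichment and the reduction to 1 probe per gene were not run for this reason.

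Each depot was fitted on its own in limma 3.58.1 (R 4.3.3) with a mean per group, moderated variances and Benjamini-Hochberg adjustment over all probes at 0.05. The difference between depots was an interaction term over all 42 arrays. A probe past the fold change limit had an absolute difference of mean log2 values of at least 1, which is 2-fold. The test was checked on simulated data with the probe means and spreads of each depot, in which 200 probes were altered. The noise was normal and independent between probes, so rates in the arrays may differ. For Cpn + Aa against control over 45281 probes, 64% of log2 changes of 0.5, 88% of those of 1 and 100% of those of 2 were recovered in inguinal AT. Alternatives were quantile normalization within each depot, normexp background correction with an offset of 50, leaving out dim probes, fits on 6 or on 42 arrays, array weights, a variance trend with robust moderation, no moderation, the replicate number or the BeadChip as a block, arithmetic means for the fold change, and leaving out each array. Direct comparisons between infected groups, an unequal-variance test, ratios of medians, the mouse as a block and the estimate with the BeadChip cancelled were added after the data had been seen.

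BeadChips were coded 1 to 7, with 6 arrays and 2 groups each, so most comparisons with controls are also comparisons between BeadChips. Replicate numbers follow the position on the BeadChip and do not mark shared mice; in no comparison did all 3 pairs of arrays with the same number correlate above 0.1 in their deviations from the group means. Arrays have no read depth, and the number of arrays limits the precision.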

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

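The tests of explanations, the splits, the mouse as a block and the estimate within BeadChips in this part were chosen only after the results had been seen. The changes of Aa, Cpn and Cpn + Aa against control were compared between depots by an interaction term in limma, which called 567, 88 and 224 probes. This fit and its splits take all arrays as independent, although 2 of the Cpn and 1 of the control mice gave arrays of both depots; with the mouse as a block the numbers were 591, 107 and 227. For Aa, 7 of 100 splits of the arrays within each depot called at least as many, with 1411 as the highest of the others, and for Cpn 13 of 100 did, with 901 as the highest, so chance is not excluded for either. Such splits, with several times the real count, may point to a structure of the samples, which was not tested. A split that exchanges the groups of 1 depot adds the changes of both depots, so changes shared by the depots could raise its count as well. A split that keeps the real groups of 1 depot also still holds the difference of that depot. These shares therefore cannot decide about chance. For Cpn + Aa 2 of 100 splits called at least as many, the highest other being 372, and the same limits hold for this share. Of the 224 probes, 217 had the higher log2 change in inguinal AT and 7 in epididymal AT. The inguinal Cpn + Aa and control arrays shared a BeadChip, whereas the epididymal ones lay on different BeadChips. The interaction term for Cpn + Aa therefore also holds a BeadChip difference, which cannot be told apart from a depot difference. For Aa and Cpn, infected and control arrays lay on different BeadChips in both depots. The 14-week groups, which the paper does not report, differed from their controls at 209 probes for inguinal chronic Cpn, 168 for inguinal acute Cpn, 892 for epididymal chronic Cpn and 23 for epididymal acute Cpn. The last of these comparisons lies within a BeadChip.

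For the comparisons of 3 against 3 arrays, 10 splits exist and none can give a share under 0.05. The highest other splits called 0, 0, 0, 0 and 4 probes for inguinal Aa, inguinal Cpn, epididymal Aa, epididymal Cpn and epididymal Cpn + Aa against control, and 0, 1, 2 and 1 for the 14-week comparisons in the order above. Inguinal Cpn + Aa against control called 0 in all 10 splits. Among infected groups, 2 of 10 splits called as many for inguinal Aa against Cpn and for epididymal Cpn + Aa against Cpn, with 22 and 15 as the highest others, and the highest other split of inguinal Cpn + Aa against Aa called 589. For inguinal Cpn + Aa against Cpn, epididymal Aa against Cpn, epididymal Cpn + Aa against Aa and inguinal chronic against acute Cpn the highest others called 1, 0, 1 and 0. In every comparison not named with a number of splits, 1 of 10 splits, the real one, called as many. For the inguinal Aa effect within BeadChips, with 14 calls, 1 of 100 splits, the real one, called as many, the highest other being 2. For the Cpn effect, with 0 calls, each of the 100 splits calls as many by construction, so 100 of 100, the highest being 8, says nothing about chance; the same holds for inguinal Cpn + Aa against control.

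Inguinal Aa and Cpn differed from controls at 2954 and 2094 probes, whereas Cpn + Aa, on the BeadChip of the controls, differed at 0, with 1486 at an unadjusted p under 0.05 in limma and 0 calls by the unequal-variance test. Cpn + Aa against Aa, both infected with Aa but on 2 BeadChips, called 2873 probes, and Aa against Cpn on 1 BeadChip called 13, and Cpn differed between the groups in both. These numbers were 1 and 0 in fits on 6 arrays, with 6600 and 2194 probes at an unadjusted p under 0.05, and leaving out 1 array gave as few as 1218 for the former and as many as 353 for the latter. The 2954 probes called for Aa had a median signed log2 change of 0.44 in Aa (quartiles 0.33 and 0.59), 0.32 in Cpn and 0.06 in Cpn + Aa (quartiles -0.02 and 0.13). In Cpn + Aa 69.8% went the same way as in Aa, although shared controls push that share and the last median up. The probes were called on these same Aa arrays, which pushes the median in Aa up and can widen its gap to Cpn + Aa. With these limits, the size in Cpn + Aa argues against Aa infection alone as the cause of the whole change. A smaller part due to Aa stays open. A candidate explanation is the BeadChip, or handling shared with it such as labelling; these cannot be told apart from each other, and an opposing interaction of both infections was not tested.

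A second pattern held within BeadChips. Of the 82 probes at least 2-fold higher in inguinal Cpn + Aa than in control on BeadChip 2, 79 were higher in Aa than in Cpn on BeadChip 1 and 73 were higher in epididymal Cpn + Aa than in Cpn on BeadChip 5; of the 9 lower ones, 8 and 7 were lower. The median signed difference was 1.61 and 0.39, and relabelling the arrays within both BeadChips gave an exact permutation p = 0.0025, one-sided, the smallest that 400 relabellings can give. Position on the BeadChip would turn the sign on BeadChip 5, where the Aa arrays take the later places, and the value there was 0.39. A response to Aa may account for the pattern as a hypothesis. Since 2 of the Cpn mice gave both depots, BeadChips 1 and 5 are not fully independent. The groups on BeadChips 1 and 2 also differ in Cpn. Those on BeadChip 5 differ in the Aa inoculations, given into the tail vein, with no vehicle injections listed by the paper for Cpn mice. The Cpn mice on BeadChip 1 have the same limit.

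A further pattern concerned the 237 probes at least 2-fold higher in epididymal Cpn than in control. Over the 15 arrays of the other epididymal groups they varied together, with a mean pairwise correlation of 0.61 against at most 0.02 in 200 random lists matched on mean level, but 9 of these arrays were Cpn-infected, so a Cpn response that varies between mice would give this as well. Of the 6 arrays without Cpn, 3 lay above the lowest Cpn array at -0.57, all of them 14-week controls, at 0.39, -0.32 and, by less than the printed digits show, -0.57, whereas the 24-week Aa arrays lay below it at -0.62, -0.60 and -0.60. At 14 weeks these controls lay among the Cpn arrays of their own age, at 0.74, -0.38 and -0.58 for chronic and 1.36, 0.44 and -0.32 for acute Cpn, so that the highest control exceeded 3 of those 6. Cpn infection and a difference between single samples cannot be told apart here. At 24 weeks no array without Cpn lay above the lowest Cpn array. The gaps were small, however, beside the range of the Cpn arrays themselves, -0.57 to 2, so this separates little. At 14 weeks the overlap rests on few arrays. The terms that the paper lists for epididymal Cpn include sperm motility and reproductive process. Whether the 237 probes belong to genes of these terms was not tested, as probes were not paired with genes.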

How the results depend on the processing

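The alternatives were set before the data were examined, apart from the unequal-variance test, ratios of medians, the estimate with the BeadChip cancelled, the mouse as a block and every comparison between 2 infected groups. Comparisons are named by their infected group, against controls unless another group is given, and values are numbers of called probes, or of probes at least 2-fold higher or lower where past-limit is written. Normexp background correction gave 3 for inguinal Cpn+Aa, 19 for epididymal Cpn+Aa vs Aa, 80 for past-limit epididymal Aa, 374 for past-limit epididymal Cpn, 253 for past-limit epididymal Cpn+Aa. Without dim probes there were 3 for inguinal Cpn+Aa, 433 for inguinal chronic Cpn (14 weeks), 311 for inguinal acute Cpn (14 weeks), 42 for inguinal chronic Cpn vs acute Cpn (14 weeks), 1352 for epididymal Aa vs Cpn, 125 for epididymal Cpn+Aa vs Aa, 904 for depot difference Aa, 154 for depot difference Cpn. With all 42 arrays in one fit there were 4460 for inguinal Aa, 7 for inguinal Cpn+Aa, 970 for inguinal chronic Cpn (14 weeks), 539 for inguinal acute Cpn (14 weeks), 122 for inguinal Aa vs Cpn, 54 for inguinal chronic Cpn vs acute Cpn (14 weeks), 1070 for epididymal Cpn, 77 for epididymal acute Cpn (14 weeks), 8 for epididymal Cpn+Aa vs Cpn. Array weights gave 1661 for inguinal Aa, 7 for inguinal Cpn+Aa, 2301 for inguinal chronic Cpn (14 weeks), 804 for inguinal acute Cpn (14 weeks), 0 for inguinal Aa vs Cpn, 150 for inguinal chronic Cpn vs acute Cpn (14 weeks), 2710 for epididymal Cpn, 1430 for epididymal Cpn+Aa, 1472 for epididymal Aa vs Cpn, 20 for epididymal Cpn+Aa vs Aa, 313 for depot difference Cpn, 602 for depot difference Cpn+Aa. A variance trend with robust moderation gave 3 for inguinal Aa vs Cpn, 0 for epididymal Cpn+Aa vs Cpn, 56 for depot difference Cpn. Fits on the 6 arrays of the compared groups gave 8 for inguinal Aa, 1088 for inguinal Cpn, 1974 for inguinal chronic Cpn (14 weeks), 0 for inguinal Aa vs Cpn, epididymal chronic Cpn (14 weeks), epididymal Cpn+Aa vs Cpn, 1 for inguinal Cpn+Aa vs Aa, 273 for inguinal Cpn+Aa vs Cpn, 81 for inguinal chronic Cpn vs acute Cpn (14 weeks), 642 for epididymal Aa, 29 for epididymal Cpn, 352 for epididymal Cpn+Aa, 14 for epididymal acute Cpn (14 weeks), 73 for epididymal Aa vs Cpn, 2 for epididymal Cpn+Aa vs Aa. Without moderation there were 6 for inguinal Aa and inguinal Cpn+Aa vs Aa, 3 for inguinal Cpn and inguinal Cpn+Aa vs Cpn, 1 for inguinal chronic Cpn (14 weeks) and epididymal Aa, 0 for inguinal acute Cpn (14 weeks), inguinal Aa vs Cpn, inguinal chronic Cpn vs acute Cpn (14 weeks), epididymal Cpn, epididymal Cpn+Aa, epididymal chronic Cpn (14 weeks), epididymal acute Cpn (14 weeks), epididymal Aa vs Cpn, epididymal Cpn+Aa vs Aa, epididymal Cpn+Aa vs Cpn. The unequal-variance test gave 0 for inguinal Aa, inguinal Cpn, inguinal acute Cpn (14 weeks), inguinal Aa vs Cpn, inguinal Cpn+Aa vs Aa, inguinal Cpn+Aa vs Cpn, inguinal chronic Cpn vs acute Cpn (14 weeks), epididymal Cpn, epididymal Cpn+Aa, epididymal chronic Cpn (14 weeks), epididymal acute Cpn (14 weeks), epididymal Aa vs Cpn, epididymal Cpn+Aa vs Aa, epididymal Cpn+Aa vs Cpn, 1 for inguinal chronic Cpn (14 weeks) and epididymal Aa. With the BeadChip cancelled under additive effects there were 14 for inguinal Aa, 0 for inguinal Cpn, 3 for epididymal Aa. Quantile normalization within each depot and the replicate block kept every count within 1.5 times. The BeadChip as a fixed block, where both groups shared one, could not change a count, because each group lay wholly on 1 BeadChip. With the mouse as a block the depot differences numbered 591 for Aa, 107 for Cpn and 227 for Cpn+Aa. Arithmetic means and ratios of medians kept the totals of past-limit probes within 1.5 times, but not each direction, since arithmetic means moved the higher ones from 99 to 185 for inguinal Aa and from 27 to 52 for inguinal Cpn, and medians moved the lower ones from 9 to 32 for inguinal Cpn+Aa, from 11 to 22 for epididymal Aa and from 11 to 38 for epididymal Cpn. 

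Leaving out 1 array at a time gave 1373 to 3499 for inguinal Aa, 917 to 1606 for inguinal Cpn, 0 to 7 for inguinal Cpn+Aa, 2 to 264 for inguinal chronic Cpn (14 weeks), 31 to 101 for inguinal acute Cpn (14 weeks), 0 to 353 for inguinal Aa vs Cpn, 1218 to 3304 for inguinal Cpn+Aa vs Aa, 1447 to 2662 for inguinal Cpn+Aa vs Cpn, 0 to 15 for inguinal chronic Cpn vs acute Cpn (14 weeks), 506 to 700 for epididymal Aa, 185 to 1684 for epididymal Cpn, 420 to 549 for epididymal Cpn+Aa, 403 to 629 for epididymal chronic Cpn (14 weeks), 0 to 116 for epididymal acute Cpn (14 weeks), 58 to 2249 for epididymal Aa vs Cpn, 4 to 37 for epididymal Cpn+Aa vs Aa, 0 to 8 for epididymal Cpn+Aa vs Cpn, 187 to 1285 for depot difference Aa, 21 to 310 for depot difference Cpn, 107 to 249 for depot difference Cpn+Aa, 137 to 517 for past-limit inguinal Aa, 59 to 216 for past-limit inguinal Cpn+Aa, 43 to 90 for past-limit epididymal Aa, 108 to 515 for past-limit epididymal Cpn, 123 to 272 for past-limit epididymal Cpn+Aa. A group left with 2 arrays borrows the spread of the others. The cause was not tested, except that the fits on 6 arrays have fewer arrays by construction. Tests of the gene lists, the reduction to 1 probe per gene and the settings for them were not run, because probes were not paired with genes. Values near the lower end of 6.31 lie close to background, which limits what fold changes of dim probes can show.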

Differences from the paper's values

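The paper's tables of changed genes list rows past a fold change of 2.0, and the numbers here are probes past the same limit, so that a gene with several probes or a probe without a listed name counts differently. For inguinal Aa the paper lists 42 higher and 49 lower rows and the arrays held 99 and 152 probes. The lower count came within 1.5 times of the paper's without infected replicate 3, and no alternative set before the data were examined did so for the higher count. For inguinal Cpn the paper lists 14 and 37 rows against 27 and 86 probes. The alternatives set before the data were examined gave 22 to 56 higher and 78 to 121 lower probes, and none brought either count within 1.5 times. The paper's 45 higher rows for inguinal Cpn + Aa stood against 82 probes, or 50 without infected replicate 1. For epididymal Aa the paper's 6 lower rows stood against 11 probes, and leaving out infected replicate 1 or 2 or control replicate 1 or 3 gave 9, 7, 8 and 8. For epididymal Cpn the paper's 151 higher and 23 lower rows stood against 237 and 11 probes; the higher count came within 1.5 times without infected replicate 2 or 3, and the lower one with normexp background correction or without control replicate 1 or 3. For epididymal Cpn + Aa the paper's 84 higher rows stood against 127 probes, and leaving out infected replicate 1 or 2 or control replicate 1 or 2 gave 99, 110, 121 and 122. The other alternatives set before the data were examined did not bring these counts within 1.5 times. As given below, the fold changes of Tables S2, S6 and S7 match ratios of medians over all 3 arrays of a group. A nearer count without an array therefore does not explain the numbers of those tables. Ratios of medians, chosen after seeing the values, gave 70 and 111, 30 and 91, 82 and 32, 54 and 22, 310 and 38, and 176 and 51 higher and lower probes in the same order of groups.

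None of the listed rows has a Q-value under 0.05, so the paper's count is 0 in each table. Limma called 2954 probes for inguinal Aa, 2094 for inguinal Cpn, 1195 for epididymal Aa, 576 for epididymal Cpn and 910 for epididymal Cpn + Aa, and 0 for inguinal Cpn + Aa. The thresholds differ, because the paper's 0 is over rows past a fold change of 2.0 and these calls are over all 45281 probes without a fold change limit. Past both limits limma called 32 higher and 96 lower probes for inguinal Aa, 7 and 41 for inguinal Cpn, 12 and 2 for epididymal Aa, 4 and 3 for epididymal Cpn, and 27 and 16 for epididymal Cpn + Aa. Of the alternatives set before the data were examined, the fit without moderation gave 0 for epididymal Cpn and for epididymal Cpn + Aa, and none gave 0 for the others. The unequal-variance test, chosen after seeing the values, gave 0 in all but epididymal Aa, where it gave 1, and drops none of the paper's called rows since there are 0.

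The fold changes of the tables match ratios of group medians, and their P columns match the unequal-variance test on log2 values. A probe with the fold change of the row to within 0.005 and its P to within 0.0005 exists for 91 of 91 rows of Table S2, 174 of 174 of Table S6 and 110 of 110 of Table S7, against 4.9%, 2.1% and 2.0% when the P column is shuffled. The tables with fewer such rows are Table S3 with 37 of 51, Table S4 with 45 of 57 and Table S5 with 9 of 36. In Table S5, 21 of the 27 rows without such a probe do have one for their fold change and the P of the next row, so the P column there appears out of step with the fold changes. Table S5 also prints 6 of its rows a second time.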

Other observations

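At 14 weeks, chronic Cpn mice had 566 epididymal probes higher and 326 lower than control mice in limma, on 2 BeadChips, and acute Cpn mice had 17 higher and 6 lower, on BeadChip 7 together with their controls. In inguinal AT the chronic group had 170 higher and 39 lower probes and the acute group 126 higher and 42 lower, both on BeadChip 3 with the controls on BeadChip 4. Set directly against each other on BeadChip 3, chronic Cpn mice had 18 probes higher and 2 lower than acute Cpn mice in inguinal AT, and 97 and 29 differed by at least 2-fold.

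These counts rest on single arrays and on the fit. Leaving out 1 array gave 403 to 629 calls for epididymal chronic Cpn, 0 (without control replicate 3) to 116 (without infected replicate 2) for epididymal acute Cpn, 2 (without control replicate 3) to 264 for inguinal chronic Cpn, 31 to 101 for inguinal acute Cpn and 0 to 15 for chronic against acute Cpn. Limma fits on 6 arrays called 0, 14, 1974, 170 and 81 in the same order, with 6 higher and 8 lower for epididymal and 83 and 87 for inguinal acute Cpn; where this gave 0, for epididymal chronic Cpn, 5652 probes had an unadjusted p under 0.05 and the unequal-variance test also called 0.

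The mean of the 237 probes at least 2-fold higher in epididymal Cpn was above 0, relative to all epididymal arrays, in 6 of the 15 arrays of the other groups. These stood at 0.73 and 0.39 in Cpn + Aa, 0.74 in chronic Cpn, 1.36 and 0.44 in acute Cpn, and 0.39 in a 14-week control.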
